# PLAGL1-IGF2 axis regulates osteogenesis of postnatal condyle development

**DOI:** 10.1038/s41368-025-00386-4

**Published:** 2025-09-25

**Authors:** Jinrui Sun, Jingyi Xu, Yue Xu, Yili Liu, Enhui Yao, Jiahui Du, Xinquan Jiang

**Keywords:** Bone development, Differentiation

## Abstract

The mandibular condyle is a critical growth center in craniofacial bone development, especially during postnatal stages. Postnatal condyle osteogenesis requires precise spatiotemporal coordination of growth factor signaling cascades and hierarchical gene regulatory networks. *Plagl1*, which encodes a zinc finger transcription factor, is a paternally expressed gene. We demonstrate that PLAGL1 is highly expressed in cranial neural crest cell (CNCC)-derived lineage cells in mouse condyles. Using the CNCC-derived lineage-specific *Plagl1* knockout mouse model, we evaluate the function of PLAGL1 during postnatal mouse condyle development. Our findings show that PLAGL1 contributes significantly to osteoblast differentiation, and its deficiency impairs osteogenic lineage differentiation, which consequently disrupts mandibular condyle development. Mechanistically, insulin-like growth factor 2 (IGF2) in complex with IGF-binding proteins (IGFBPs) has been identified as the principal PLAGL1 effector responsible for osteogenic regulation during postnatal condyle morphogenesis. *Plagl1* deficiency significantly downregulates the IGF2/IGFBP pathway, leading to disordered glucose metabolism, defective extracellular matrix organization, and impaired ossification. Exogenous IGF2 treatment rescues impaired osteoblast differentiation caused by *Plagl1* deficiency. In conclusion, the PLAGL1-IGF2 axis is a critical regulator of osteogenesis during mandibular condyle development.

## Introduction

The mandibular condyle, derived from cranial neural crest cells (CNCCs), serves as a primary growth site for the mandible and plays a crucial role in the overall formation, shape, and function of the jaw.^1^ Proper development of the mandibular condyle is essential for correct jaw alignment and function, including chewing and speaking. The mandibular condyle consists of mandibular condylar cartilage (MCC) and the subchondral bone.^2^ Recent evidence shows that multiple cell populations contribute to osteogenesis in the subchondral bone, including osteochondroprogenitors within the MCC, osteogenic progenitors beneath the cartilage, and those originating from the perichondrium and periosteum during condyle development.^3^

Postnatal condyle osteogenesis is tightly regulated by a complex interplay of growth factors and transcriptional networks.^4^ A precise combination of various growth factor-mediated signaling pathways, including insulin-like growth factors (IGF),^5^ transforming growth factor-beta (TGF-β),^6^ fibroblast growth factors,^7^ and Indian hedgehog pathways,^8^ is critical for ensuring proper cartilage and bone formation in the mouse condyle. In response to developmental signals, transcription factors (TFs) bind to cognate DNA motifs in enhancers or promoters of target genes, thereby controlling their spatial and temporal expression.^9^ TF networks are thought to determine the cell fate of stem and progenitor cells during the development of multiple tissues. Previous studies have shown that SOX9,^10^ RUNX2,^11^ and SP7^12^ regulate different stages of cartilage formation and bone development during mouse condyle development. These TFs interact with key signaling pathways, including PTHrP,^13^ and Notch signaling pathways,^14^ to precisely regulate osteogenesis. Dysregulation of these molecular pathways can lead to condyle dysplasia, resulting in clinical conditions such as abnormal occlusion, facial asymmetry, and micrognathia, which significantly affect both function and esthetics.^15^ Therefore, a deeper understanding of the transcriptional regulation mechanisms during condyle development could provide valuable insights for developing targeted therapeutic strategies for condyle dysplasia and related craniofacial abnormalities.

The imprinted gene network (IGN), which consists of hundreds of imprinted genes, plays a central role in embryonic development.^16–18^ Imprinted genes are expressed from only one allele, depending on whether the allele is inherited from the mother or father. This parent-of-origin-specific expression mainly occurs due to selective methylation of either the maternal or paternal allele.^19^ Notably, several imprinted genes encoding TFs have been identified as key regulators in developmental processes and gene regulation.^20^ Among these, *Plagl1*, a paternally expressed gene encoding a zinc finger TF, is critical for development in multiple tissues.^21^ It has been reported that PLAGL1 is involved in embryonic growth control, and its loss of function results in intrauterine growth restriction, with significant morphological alterations and impaired bone formation, particularly in the caudal vertebrae and ankle bones.^21–23^ In craniofacial tissue development, our previous study validated that PLAGL1 endows the chromatin remodeler ARID1A with its cell-type/spatial function during tooth root formation.^24^ A recent analysis of single-cell RNA sequencing data revealed that *Plagl1* is expressed in the mouse mandibular arches at embryo day 10.5, suggesting its potential role in mandibular development.^25^ Given its expression in mandibular mesenchymal cells and its established role in the CNCC-derived tooth root development, we hypothesize that PLAGL1 plays a critical role in osteogenesis during postnatal mandibular condyle development.

In this study, we first examined the expression pattern of PLAGL1. We found that from postnatal day (PN) 1.5 to PN 21.5, PLAGL1 is highly expressed in CNCC-derived lineage cells. To test our hypothesis, we generated CNCC-derived lineage-specific *Plagl1* knockout mice to evaluate its function during postnatal condyle development. Our results demonstrated that PLAGL1 contributes significantly to osteoblast differentiation, and *Plagl1* deficiency compromised the differentiation of osteogenic lineages, leading to impaired mandibular condyle development. Mechanistically, IGF2 has been identified as a critical downstream target of PLAGL1, mediating its role in osteogenesis during postnatal condyle development. *Plagl1* deficiency significantly downregulated the IGF2/insulin-like growth factor binding proteins (IGFBP) pathway, resulting in disordered glucose metabolism, defective extracellular matrix organization, and impaired ossification. Exogenous IGF2 treatment rescued impaired osteoblast differentiation following *Plagl1* deficiency. Collectively, our findings suggest that the PLAGL1-IGF2 axis plays a crucial role in regulating osteogenesis during mandibular condyle development.

## Results

### Expression Pattern of PLAGL1 in Mouse Condyles During Postnatal Development

Postnatal mouse condyle development is classically divided into three stages: (1) chondrogenesis and proliferation, (2) hypertrophy and mineralization, and (3) ossification coupled with remodeling.^26,27^ The initial stage is chondrogenesis, during which chondrocytes proliferate within the condylar cartilage, establishing a growing cartilage template (Fig. 1a). In the next stage, chondrocytes undergo hypertrophy, secrete extracellular matrix, and initiate matrix mineralization (Fig. 1b). This transition of cartilage to a calcified state prepares it for replacement by bone. The mineralized cartilage is then replaced by bone tissue (Fig. 1c), followed by remodeling to achieve mature bone architecture (Fig. 1d). Hematoxylin-eosin (H&E) staining revealed the MCC’s characteristic stratified organization, consisting of four distinct zones: the fibrous and polymorphic tissue layers containing progenitor cells (above the black dashed line), the flattened zone (region between black and red dashed line), and hypertrophic zone (region between red and blue dashed line) (Fig. 1a–d). We observed a gradual decrease in MCC thickness along with progressive subchondral bone formation, consistent with typical condyle growth.

**Fig. 1:**
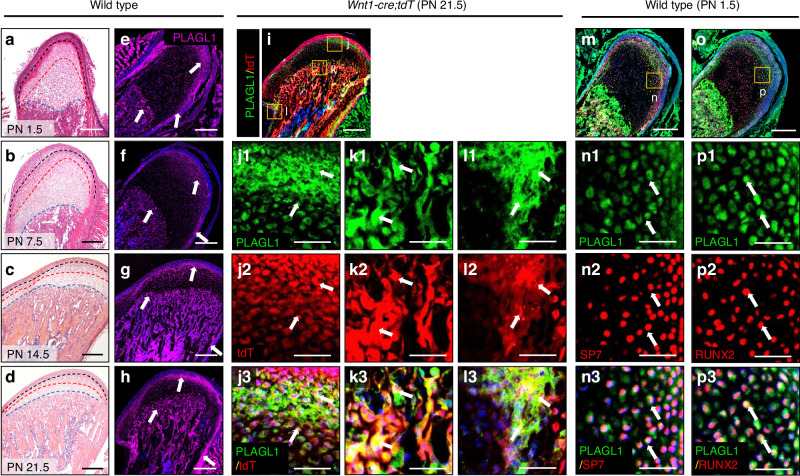
Expression pattern of PLAGL1 in mouse condyles during postnatal development. **a–d** Hematoxylin-eosin (H&E) staining images of the sagittal mandibular condyle in wild-type mice of postnatal day (PN) 1.5, PN 7.5, PN 14.5, PN 21.5. *n* = 3 per group. Black, red, and blue dot lines outline the boundary between fibrous/polymorphic layers, flat chondrocyte zone, and hypertrophic chondrocyte zone, respectively. Scale bars, 250 μm. **e–h** Immunofluorescence staining images of PLAGL1 (magenta) of the sagittal mandibular condyle in wild type mice of PN 1.5, PN 7.5, PN 14.5, PN 21.5. White arrows indicate positive signals. *n* = 3 per group. Scale bars, 250 μm. **i–l** Immunofluorescence staining images of PLAGL1 (green) and visualization of tdTdomato (tdT, red) of the mandibular condyle of a *Wnt1-cre;tdT* mouse of PN 21.5. *Wnt1+* lineage-derived cells show red signal. The yellow boxes represent the magnified regions in MCC (**j**), subchondral bone (**k**), and the perichondrium and periosteum (**l**). White arrows indicate *Wnt1+* lineage cells expressing PLAGL1. *n* = 3. Scale bar for i, 250 μm; scale bars for j1-j3, k1-k3, and l1-l3, 50 μm. **m-p** Immunofluorescence staining images of co-expression of PLAGL1 (green) with SP7 (red) (**m**, **n**) or RUNX2 (red) (**o**, **p**) in wild-type PN 1.5 mice. The yellow boxes (**n**, **p**) represent the magnified regions. White arrows denote PLAGL1+ cells co-expressing SP7 or RUNX2. *n* = 3. Scale bars for m and o, 250 μm; scale bars for n1-n3 and p1-p3, 50 μm

We further evaluated the dynamic expression pattern of PLAGL1 during key stages of postnatal condyle development at PN 1.5, PN 7.5, PN 14.5, and PN 21.5. Immunofluorescence staining demonstrated that PLAGL1 is expressed in the MCC, osteogenic progenitors in the subchondral bone, and the perichondrium and periosteum during postnatal condyle development (Fig. 1e–h). WNT1 is reported as a marker of neural crest cells.^28^ To further investigate the expression of PLAGL1 in CNCC-derived mesenchymal cells, *Wnt1-cre;tdTomato* (*tdT*) mice were generated for tracing CNCC-derived lineage cells. At PN 21.5, PLAGL1 was observed in CNCC-derived mesenchymal cells (tdT+ cells) within the MCC, subchondral bone, perichondrium, and periosteum, suggesting its involvement in both chondrogenic and osteogenic lineages (Fig. 1i–l). To further investigate the expression of PLAGL1 in osteochondroprogenitors in the MCC,^11^ we analyzed the co-localization of PLAGL1 with SP7 and RUNX2, two key TFs critical for endochondral ossification during postnatal condyle development (Fig. 1m–p). The co-expression of PLAGL1 with these osteogenic markers suggests its potential regulatory role in osteoblastic differentiation.

From this result, we speculate that PLAGL1 may play a regulatory role in promoting endochondral ossification during postnatal condyle development.

### *Plagl1* deficiency leads to impaired endochondral osteogenesis in mouse condyles

To investigate the potential role of PLAGL1 in postnatal condyle development, we compared the morphological phenotype of *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice and their wild-type littermates at PN 28.5. Micro-CT analysis revealed a significant reduction in the length of the condyle and a reduced width of the condyle, although not significant, in *Plagl1*-deficient mice compared to controls (Fig. 2a–d). Additionally, we observed an osteoporotic phenotype in the subchondral bone of *Plagl1*-deficient mice compared to controls, characterized by a decreased bone volume to tissue volume ratio (BV/TV), trabecular number (Tb.N), and trabecular thickness (Tb.Th), along with an increased trabecular separation (Tb.Sp) and porosity (Fig. 2e–i). Furthermore, in *Plagl1*-deficient mice, we observed a significant reduction in mandibular size compared with controls (Fig. S1a). This was accompanied by decreased BV/TV and bone mineral density (BMD), as well as increased bone surface area to bone volume ratio (BS/BV) and porosity at the mandibular body-ramus junction (Fig. S1b). H&E staining revealed dense trabecular networks (blue arrow) with typical marrow cavity dimensions in control mice (Fig. 2j2). In contrast, *Plagl1*-deficient mice exhibited thinner trabeculae with reduced density (blue arrow, Fig. 2k2), chondrocyte-like osteoid remnants (black arrow, Fig. 2k2), and expanded marrow spaces, indicating a significant reduction in subchondral bone formation (Fig. 2j–m). However, the thickness of the MCC showed no obvious changes between *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice and their wild-type littermates (Fig. 2n).

**Fig. 2:**
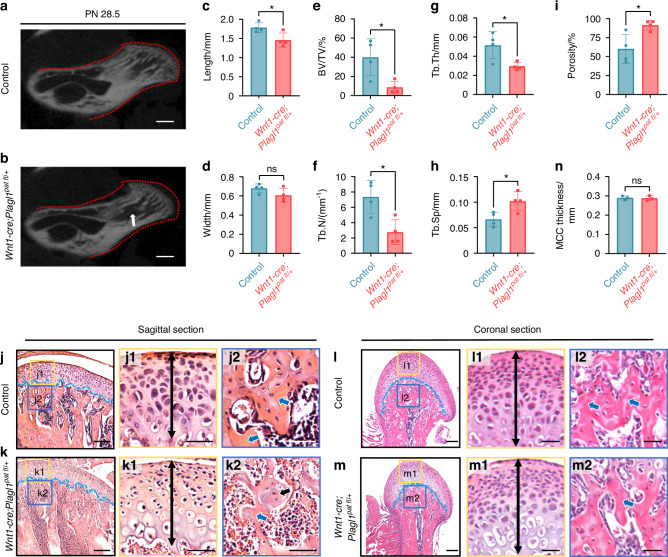
*Plagl1* deficiency leads to impaired endochondral osteogenesis in mouse condyles. **a**, **b** Micro-CT images of condyles of *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice and control littermates at PN 28.5. White arrows show the enlarged bone marrow cavities and the red dashed lines show the normal morphology of condyle. Scale bars, 500 μm. **c–i** Measurements of condyle length, width, the ratio of bone volume to tissue volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp) and porosity based on Micro-CT analysis. *n* = 4 per group. Unpaired two-tailed t-test was used for statistical analysis. H&E staining of the sagittal (**j**, **k**) and coronal (**l**, **m**) sections of the condyles of control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice at PN 28.5. The blue lines show the demarcation between the articular cartilage and underlying subchondral bone. The yellow and blue boxes represent the magnified regions in MCC and subchondral bone (**j1**, **j2**, **k1**, **k2**, **l1**, **l2**, **m1**, **m2**). The black double-headed arrows show the thickness of MCC. The black arrow shows the remnant chondrocyte-like bone. The blue arrows show the subchondral bone. *n* = 3 per group. Scale bars for **j**–**m**, 125 μm; scale bars for j1, j2, k1, k2, l1, l2, m1, and m2, 50 μm. **n** Measurements for MCC thickness in control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice. *n* = 3 per group. Unpaired two-tailed t-test was used for statistical analysis. The results are presented as the mean ± standard deviation (SD). *P < 0.05. ns, no significant difference

In conclusion, these findings suggest that PLAGL1 contributes significantly to postnatal condyle development, as *Plagl1* deficiency leads to subchondral bone dysplasia.

### *Plagl1* Deficiency leads to compromised osteoblastic differentiation in vivo and in vitro

To investigate the cellular mechanisms underlying the phenotype observed in *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice, we examined changes in osteoblastic bone formation at PN 28.5 following *Plagl1* deficiency. RUNX2 plays a key role in the growth and homeostasis of the MCC and subchondral bone formation in the mandibular condyle.^29^ Immunofluorescence staining and quantification showed that the number of RUNX2+ cells in the MCC, subchondral bone surface, perichondrium and periosteum were significantly reduced following *Plagl1* deficiency (Fig. 3a–c). We performed TRAP staining to assess the osteoclastic surface in subchondral bone of the condyles from control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice. The results indicated that *Plagl1* deficiency did not significantly affect osteoclast activity in the subchondral bone of mouse condyles (Fig. S2). Taken together, these results suggest that *Plagl1* deletion in CNCCs impairs osteoblastic differentiation during endochondral bone formation in postnatal condyle development.

**Fig. 3:**
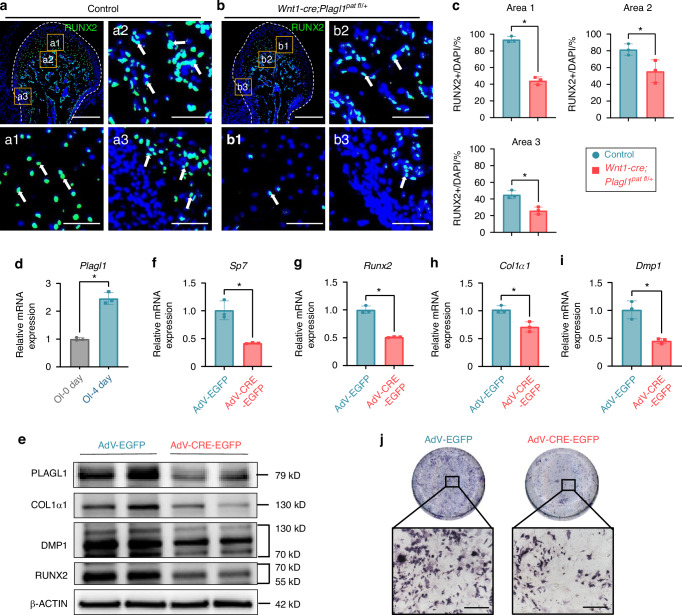
*Plagl1* deficiency leads to compromised osteoblastic differentiation in vivo and in vitro. **a**, **b** Immunofluorescence staining of RUNX2 (green) and DAPI (cyan) in condyles of control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice at PN 28.5. The boxes (a1-a3, b1-b3) represent magnified regions. White arrows indicate the positive signals. *n* = 3 per group. Scale bars for a and b, 250 μm; scale bars for a1-a3, and b1-b3, 50 μm. **c** Analysis for the ratio of RUNX2+ cells in the MCC (area 1), subchondral bone (area 2), perichondrium and periosteum (area 3) of control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice, *n* = 3 per group. Unpaired two-tailed t-test was used for statistical analysis. **d** qPCR analysis for the expression of *Plagl1* before osteogenic induction (OI-0 day) and after 4 days of osteogenic induction (OI-4 day). *n* = 3 per group. Unpaired two-tailed t-test was used for statistical analysis. **e** Western blot analysis of the expression of PLAGL1 and osteoblast-specific protein RUNX2, COL1α1 and DMP1 in adenovirus-enhanced green fluorescent protein (AdV-EGFP) and AdV-CRE-EGFP transfected condyle mesenchymal cells after osteogenic induction. **f**–**i** qPCR analysis for expression of osteoblast-specific gene *Sp7*, *Runx2*, *Col1α1* and *Dmp1* in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells after osteogenic induction. *n* = 3 per group. Unpaired two-tailed t-test was used for statistical analysis. **j** ALP staining of AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells after 4 days of osteogenic induction. *n* = 3 per group. Scale bars, 200 μm. The results are presented as the mean ± standard deviation (SD). *P < 0.05

To further validate this finding, we isolated the mesenchymal cells from the mandibular condyle at PN 1.5. Using qPCR, we observed a significant increase in the expression of *Plagl1* during osteogenic induction (Fig. 3d). We then transfected mesenchymal cells from the mandibular condyle of *Plagl1*^*fl/fl*^ mice at PN 1.5 with Cre adenovirus (AdV-CRE-EGFP) to knock down *Plagl1* expression. The efficiency of PLAGL1 knockdown was confirmed by Western blot analysis, which showed a significant reduction of the expression of PLAGL1 at the protein level (Fig. 3e). Following osteogenic induction, *Plagl1* knockdown led to decreased expression of key osteogenic marker genes, including *Sp7*, *Runx2*, *Col1α1*, and *Dmp1* (Fig. 3f–i). ALP staining further demonstrated inhibited osteoblastic differentiation after 4 days of osteogenic induction in cells lacking *Plagl1* (Fig. 3j).

Taken together, these findings indicate that PLAGL1 contributes significantly to osteoblast differentiation during endochondral bone formation in postnatal condyle development.

### PLAGL1 transcription regulates osteoblastic differentiation-associated genes

To further elucidate the molecular mechanisms by which PLAGL1 regulates the osteoblastic differentiation of the mesenchymal cells from the mandibular condyle, we performed mRNA sequencing analysis to compare gene transcription profiles between the AdV-EGFP and AdV-CRE-EGFP groups before and after 4 days of osteoblastic induction.

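Plagl1 encodes a zinc finger transcription factor, is imprinted, and lies on chromosome 10 of GRCm39 from 12936248 to 13007438. Before induction, its RNA stood at 401 ± 22.0 CPM (SD, n = 3) in the AdV-EGFP libraries and at 589 ± 6.46 CPM (n = 3) in the libraries labelled AdV-CRE-EGFP. This is a log2 fold change of 0.55 (standard error 0.04, adjusted p = 1.8e-10 from edgeR). After induction, Plagl1 stood at 391 ± 11.2 CPM in the OI-AdV-EGFP libraries and at 385 ± 18.0 CPM in the libraries labelled OI-AdV-CRE-EGFP (n = 3 each), a log2 fold change of −0.03 (standard error 0.04, adjusted p = 0.67 from edgeR). Plagl1 RNA was therefore not called lower in either group labelled as given Cre, and these groups are named by their labels. Induction itself gave a log2 fold change of −0.03 for Plagl1 (standard error 0.04, adjusted p = 0.46 from edgeR). Relative to Actb, the reference of the paper's qPCR, a scale chosen after the data were seen, Plagl1 had 0.85 with induction, and 0.52 before and −0.23 after induction in the libraries labelled as given Cre. The values are totals per gene and cannot show whether single exons were lost. In the paper's other measures, PLAGL1 protein was lower with Cre (Fig. 3e), as were Sp7, Runx2, Col1a1 and Dmp1 by qPCR (Fig. 3f–i).

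The 12 libraries, 3 in each of the 4 groups, came from mesenchymal cells of the mandibular condyle of Plagl1fl/fl mice, whose floxed allele is recombined by Cre. The cells received an adenovirus carrying EGFP alone or Cre with EGFP at a multiplicity of infection of 100. RNA was taken on day 0 or after 4 days in osteogenic medium with β-glycerophosphate (5 mM), ascorbic acid (50 μg/mL) and the glucocorticoid dexamethasone (100 nM). No library came from cells kept for 4 days without this medium. Changes given below as those of induction, and the interaction with it, therefore cannot be told apart from changes with 4 more days in culture after infection. The authors sequenced on an Illumina NovaSeq, trimmed reads with Cutadapt, aligned them to GRCm39 with HISAT2 and counted them per gene with HTSeq. Their table gives an estimated count and an FPKM value per gene and library, and the counts were rounded before testing because 1646 to 1844 genes per library held values that were not whole. Total counts were 15316989 to 16031553 (median 15530891) in AdV-EGFP, 15499837 to 16706751 (median 15904584) in AdV-CRE-EGFP, 16817791 to 18052040 (median 17024631) in OI-AdV-EGFP and 16300899 to 16768011 (median 16746535) in OI-AdV-CRE-EGFP. Of 22063 genes, 13670 had enough counts to be tested, and all 12 libraries entered 1 fit of 4 group means in edgeR with TMM scaling. A gene was called at the study's thresholds, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Neither the paper nor the labels say that the 3 libraries of a group came from separate cultures or animals, so the p-values measure only the spread between these libraries, which may be technical.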

Principal component analysis (PCA) of the RNA sequencing data showed well-separated gene expression patterns between each group (Fig. 4a). 

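The first principal component, with 75.9% of the variance of log2 CPM over 13670 genes, separated the libraries by induction, and so also by day. Its group means were −67.0 ± 0.819 (SD, n = 3) for AdV-EGFP and −59.6 ± 0.430 for the libraries labelled AdV-CRE-EGFP, against 71.4 ± 0.886 for OI-AdV-EGFP and 55.2 ± 0.540 for those labelled OI-AdV-CRE-EGFP. Scara5, a receptor for ferritin, Lbp, the lipopolysaccharide-binding protein, and Hif3a, a hypoxia-inducible factor subunit, were among the genes with the largest weights on this component. The second component, with 9.95% of the variance, separated the libraries by virus, with means of 22.0 ± 0.745 for AdV-EGFP and 23.8 ± 1.14 for OI-AdV-EGFP, against −20.1 ± 1.58 and −25.7 ± 0.642 for the groups labelled as given Cre. Olr1, a receptor for oxidized low-density lipoprotein, Tfeb, a transcription factor of lysosomal genes, and Tyrp1, a melanosomal enzyme, were among those with the largest weights on it, all toward the groups labelled as given Cre. The largest root mean square difference between 2 libraries of a group was 0.376 in log2 CPM, below the smallest between libraries of different groups, 0.525.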

As shown in Fig. 4b, osteogenic induction in AdV-EGFP cells resulted in 2 124 upregulated genes and 1 483 downregulated genes. 

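In the AdV-EGFP cells, 2063 genes rose and 1478 fell with induction among the 13670 tested in edgeR. Scara5 rose from 1.35 ± 0.160 to 514 ± 12.3 CPM (SD, n = 3 each), a log2 fold change of 8.56, and Lbp from 0.571 ± 0.132 to 156 ± 2.86 CPM, a log2 fold change of 8.08. Ptgs2, the inducible cyclooxygenase, fell from 421 ± 57.3 to 12.7 ± 1.73 CPM, a log2 fold change of −5.05, and Nr4a1, an immediate early nuclear receptor, had a log2 fold change of −4.03.

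The gene groups used below were listed before the data were examined. Some, such as the IGF axis, complement, glycolysis and oxidative phosphorylation, cover pathways that the paper had reported from these libraries, so they are not independent of them. Of 20 tested genes of the glucocorticoid response, 15 rose and none fell, among them Hif3a (log2 fold change 7.78, and 8.45 without AdV-EGFP replicate 2), and 2 members had no counts in 1 of the groups. Of 20 complement genes, 16 rose and none fell, among them C3, the central complement component, from 0.849 ± 0.255 to 70.4 ± 2.36 CPM. Of 35 cell cycle genes, 33 fell and none rose, among them the proliferation marker Mki67 (log2 fold change −3.12) and the mitotic kinesin Kif23 (−3.18). Of 26 glycolysis genes, 8 fell and 2 rose. The lactate exporter Slc16a3 had a log2 fold change of −4.86, the glucose transporter Slc2a1 −1.65 and hexokinase 2 (Hk2) −1.44. Of 36 interferon response genes, 28 rose and none fell, among them Oasl2 (4.203) and Irf7 (3.25), although as a set they were not called with an estimated correlation (adjusted p = 0.29 with an estimated correlation). Of 55 collagen and matrix genes, 23 rose, among them elastin (Eln, 4.68) and Ogn (3.05), and 5 fell, among them Tnc (−2.89). This set too passed in camera with the preset correlation and was lost with an estimated one (adjusted p = 0.36 with an estimated correlation). Of 11 adipocyte genes, 8 rose, among them Fabp4 (4.90), a fatty acid-binding protein, and Pparg (2.77), the adipogenic nuclear receptor. The adipocyte set passed in camera with the preset correlation, but not with an estimated one (adjusted p = 0.072 with an estimated correlation).

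Of 24 osteoblast genes, 7 rose and 3 fell, and the list as a set did not pass (camera on voom values, adjusted p = 0.36). Alpl, the alkaline phosphatase of mineralizing cells, rose from 2.28 ± 1.48 to 12.3 ± 2.10 CPM, and Smpd3, a sphingomyelinase needed for mineralization, had a log2 fold change of 3.78. Bglap, osteocalcin, whose reads can be shared with its near-identical neighbor Bglap2, had a log2 fold change of 3.76. Sp7 gave 0.48 (standard error 0.31, adjusted p = 0.16 from edgeR), Runx2 −0.14 (standard error 0.06, adjusted p = 0.034), Col1a1 −0.05 (standard error 0.05, adjusted p = 0.38) and Dmp1 0.18 (standard error 0.33, adjusted p = 0.62), all short of a 2-fold change. The sign for Dmp1 rests on 1 library, since it was −0.74 without OI-AdV-EGFP replicate 3, and it was also below 0 on both FPKM scales. Relative to Actb, which fell by 0.88, these were 1.35, 0.74, 0.83 and 1.06. The counts of these lists were the same when adjusted over the list alone.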

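In libraries labelled OI-AdV-CRE-EGFP, whose Plagl1 RNA was not called different from that of the OI-AdV-EGFP libraries, 357 genes were lower and 336 higher than in OI-AdV-EGFP by edgeR. Ptn, which encodes the growth factor pleiotrophin, fell from 761 ± 28.3 to 107 ± 4.18 CPM (SD, n = 3 each), a log2 fold change of −2.83. Sfrp2, a secreted Wnt modulator (−2.31), Hp, haptoglobin (−2.07), and the chemokine Cxcl12 (−1.82) also fell. Olr1 rose from 3.75 ± 0.397 to 59.0 ± 1.90 CPM, Tyrp1 from 1.93 ± 0.163 to 42.6 ± 1.65 CPM and Tfeb from 4.33 ± 0.210 to 29.1 ± 2.90 CPM. Crct1, a gene of cornified epithelium (3.64), and the kinase gene Nrk (2.83) also rose.

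Of 24 tested osteoblast genes, 7 fell and 2 rose, but the list did not pass as a set (camera, adjusted p = 0.072). Ibsp, bone sialoprotein, had a log2 fold change of −5.61, with counts of 4855, 1415 and 5396 in OI-AdV-EGFP against 71, 57 and 95, and Alpl one of −2.39. Sp7, a transcription factor of osteoblast differentiation, fell from 3.62 ± 0.873 to 0.929 ± 0.178 CPM (log2 fold change −1.96, standard error 0.36), which on log2(FPKM + 1) values was −0.75. Dmp1, a matrix protein of mineralizing cells, had a log2 fold change of −2.78 (standard error 0.44), and −1.86 without OI-AdV-EGFP replicate 3. Runx2 gave −0.47 (standard error 0.06, adjusted p = 6.3e-07 from edgeR), short of a 2-fold change, and Col1a1 0.07 (standard error 0.05, adjusted p = 0.27 from edgeR), which was −0.14 relative to Actb. Phospho1, a phosphatase of matrix vesicles (1.38), and Tnfrsf11b, which encodes osteoprotegerin (1.11), were the 2 that rose.

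Of 55 collagen and matrix genes, 8 fell, among them the small proteoglycans Ogn (−1.54), Aspn (−1.42) and Omd (−1.07), and none rose. The list passed as a set in camera with the preset correlation, but not with an estimated one (adjusted p = 0.066 with an estimated correlation). Of 16 chondrocyte genes, 4 fell, among them Comp (−1.56), and none rose (camera, adjusted p = 0.00022). Of 36 interferon response genes, 5 fell, among them Oasl2 (−1.32) and Ifi27l2a (−1.77), and none rose. This list also passed in camera with the preset correlation, but not with an estimated one (adjusted p = 0.23 with an estimated correlation). Of 11 adipocyte genes, 5 rose, among them the fatty acid transporter Cd36 (2.20), lipoprotein lipase (Lpl, 1.63), Pparg (1.52) and Fabp4 (1.17), and 1 fell (camera, adjusted p = 1.2e-05). These counts were the same when adjusted over the list alone. The chondrocyte and adipocyte calls held with an estimated correlation. Fewer genes were called when the test itself was set against a 2-fold change (glmTreat, 128 higher and 101 lower) and on log2(FPKM + 1) values in limma (111 higher and 130 lower).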

Meanwhile, *Plagl1* knockdown led to 357 downregulated genes and 312 upregulated genes under osteogenic induction conditions (|log2FoldChange | ≥ 1, FDR < 0.05). To explore the molecular mechanisms by which PLAGL1 regulates osteoblast differentiation, we compared the 2 124 genes activated by osteogenic induction with the 357 genes promoted by PLAGL1 (Fig. 4c). Our analysis revealed 282 common genes that are induced during osteoblast differentiation but inhibited following *Plagl1* knockdown. This suggests that PLAGL1 plays a crucial role in promoting the expression of these osteogenic genes. 

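Of the 357 genes lower in the libraries labelled OI-AdV-CRE-EGFP, 270 were among the 2063 that induction had raised, while independent lists of these sizes would share 53.9 of the 13670 genes tested (Fisher's exact test, p = 6.0e-150). The 3 with the highest levels in OI-AdV-EGFP were Igfbp5, an IGF-binding protein of bone matrix, at 2097 ± 120 CPM (SD, n = 3), Igf2 at 1532 ± 91.1 CPM and Ogn at 1516 ± 81.0 CPM. Aspn, another small proteoglycan of the matrix, stood at 1039 ± 72.1 CPM in OI-AdV-EGFP and at 387 ± 5.26 CPM in the libraries labelled OI-AdV-CRE-EGFP. Sned1, a matrix glycoprotein gene, rose with induction by a log2 fold change of 5.08 and fell with the knockdown by 1.54 on the log2 scale. Sfrp2 rose by 4.29 and fell by 2.31 on the same scale.

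Both comparisons use the OI-AdV-EGFP libraries, and in 20 simulations of unchanged groups sharing them the mean overlap was 0. A mean of only 0 genes rose and 0.2 fell in these simulations, so the overlap was bound to be near 0. They cannot show what shared libraries add to lists of changed genes. The 3 OI-AdV-EGFP libraries were not divided between the comparisons, so part of the excess may come from the shared libraries. When induction was measured between the groups labelled as given Cre, which hold none of those libraries, 164 of the 357 genes rose among 1646 raised genes, against 43.0 for independent lists.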

Notably, approximately 80% of PLAGL1-promoted genes (282/357) are also activated during osteogenic induction, underscoring the critical role of PLAGL1 in osteoblast differentiation.

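The 270 shared genes were 75.6% of the 357 that fell with the knockdown (exact 95% confidence interval 70.8% to 80.0%, for counting error only) and 13.1% of the 2063 that rose with induction. The other directions held fewer genes. Peg10, an imprinted gene, Hk2 and Tnfrsf11b were among 111 genes that fell with induction and rose in the libraries labelled OI-AdV-CRE-EGFP, where independent lists would share 36.3. Peg10, for example, had log2 fold changes of −1.49 with induction and 2.27 with the knockdown. Lpl, Pparg and Fabp4 were among 79 genes that rose in both comparisons, where independent lists would share 50.7. For Lpl the log2 fold changes were 1.91 and 1.63. Only 11 genes fell in both. The median log2 fold change with the knockdown of the genes raised by induction was −0.33.

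Across the tested genes, which are not independent replicates, the log2 fold changes of both comparisons had a correlation of −0.340 and a covariance of −0.267. In the simulations of unchanged groups, the shared libraries alone gave a mean correlation of −0.488 but a covariance of only −0.0136 (−0.0147 to −0.0124).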

**Fig. 4:**
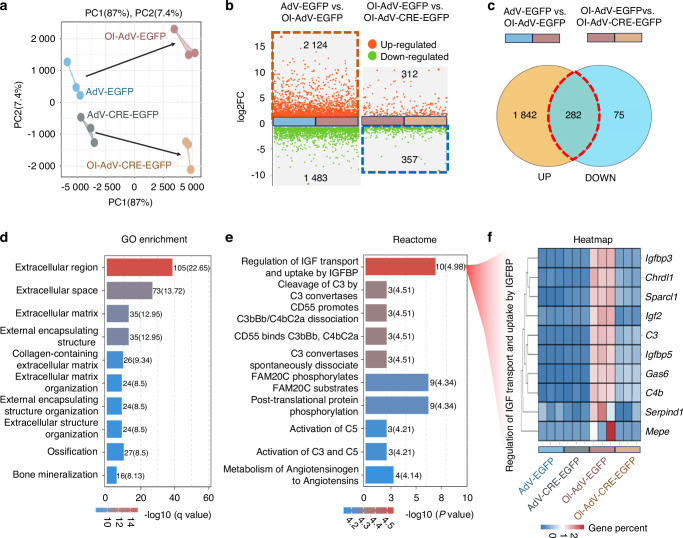
PLAGL1 transcription regulates osteoblastic differentiation-associated genes. **a** Principal component analysis (PCA) for gene expression patterns between AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells before and after osteogenic induction. *n* = 3 per group. **b** Genes differentially expressed between AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells before and after osteogenic induction. (|log2FoldChange | ≥ 1, FDR < 0.05). **c** Venn diagram for genes activated by osteogenic induction and inhibited by knockdown of *Plagl1*. **d** Top 10 gene ontology (GO) enriched biological processes in those genes activated by osteogenic induction while inhibited by knockdown of *Plagl1*. **e** Reactome enrichment analysis in genes those activated by osteogenic induction while inhibited by knockdown of *Plagl1*. **f** Heatmap for genes associated with the regulation of insulin-like growth factor (IGF) transport and uptake by insulin-like growth factor binding proteins (IGFBPs) between AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells before and after osteogenic induction. *n* = 3 per group

To further elucidate the pathways regulated by PLAGL1 during osteoblast differentiation, we performed gene ontology (GO) term enrichment analysis on the genes activated by osteogenic induction but inhibited following *Plagl1* knockdown (Fig. 4d). 

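Extracellular matrix had the smallest p-value of the tested terms among the 270 genes that rose with induction and fell in the libraries labelled OI-AdV-CRE-EGFP. Of 210 tested genes annotated to the extracellular matrix, 25 were in the overlap, where 4.15 would be by chance (hypergeometric test, adjusted p = 1.3e-09). For extracellular matrix organization the overlap held 18 of 115 genes (adjusted p = 1.3e-08). Of the mineralization terms, the overlap held 7 of 19 genes of biomineral tissue development (adjusted p = 2.9e-05), 9 of 48 genes of ossification (adjusted p = 0.00015) and 6 of 23 genes of bone mineralization (adjusted p = 0.0011). Of the immune terms, it held 5 of 11 genes of complement activation (adjusted p = 0.00039), 4 of 10 genes of the MHC class I complex (adjusted p = 0.0049), a family of near-identical genes whose reads can be shared, and 5 of 26 genes of the cellular response to interferon-beta (adjusted p = 0.014). The terms came from the annotation in the deposited table, 2576 terms with 10 to 500 tested genes were tested against the 13670 genes, and 31 passed at an adjusted p under 0.05. Against the 2063 genes raised by induction as background, extracellular matrix (adjusted p = 0.00026), extracellular matrix organization (adjusted p = 0.00033), ossification (adjusted p = 0.0020) and bone mineralization (adjusted p = 0.044) passed. The cellular response to interferon-beta (adjusted p = 0.60), the classical pathway of complement activation (adjusted p = 0.51) and the MHC class I peptide loading complex (adjusted p = 0.55) did not, nor did collagen-containing extracellular matrix (adjusted p = 0.12), which held 21 of 238 genes in the first test (adjusted p = 8.8e-06). Complement activation, the MHC class I complex and biomineral tissue development have fewer than 10 genes in that background and were not tested against it.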

Among the top 10 enriched GO terms in biological processes, we identified several pathways related to extracellular matrix organization, ossification, and bone mineralization, highlighting PLAGL1’s role in regulating key processes involved in osteoblast differentiation. Notably, Reactome pathway analysis revealed that the regulation of IGF transport and uptake by IGFBP was the top enriched pathway (Fig. 4e). 

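The list of the IGF axis was fixed before the data were examined, but the paper had named this axis from these libraries, so it is not independent of them. Of its 21 tested genes, 3 fell and 1 rose in the libraries labelled OI-AdV-CRE-EGFP, in which Plagl1 RNA was not called lower (4 fell and 1 rose when adjusted over the list alone). The 3 were Igf2, Igfbp3 and Igfbp5. Igf1, the other IGF ligand, went from 414 ± 23.4 to 214 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of −0.95 (standard error 0.05, adjusted p = 9.5e-14 from edgeR), just short of a 2-fold change. Igfbp2, an IGF-binding protein, rose from 170.3 ± 2.92 to 343 ± 29.4 CPM, a log2 fold change of 1.01, which was 1.00 without OI-AdV-EGFP replicate 3 and 0.94 without OI-AdV-CRE-EGFP replicate 3, both then below the threshold. Igfbp6 had a log2 fold change of −0.41 and the IGF2 receptor gene Igf2r 0.33. Igf1r, the signaling receptor, gave −0.00 (standard error 0.05, adjusted p = 0.98 from edgeR).

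The list passed as a set toward lower levels (camera, adjusted p = 0.030), but not with an estimated correlation (adjusted p = 0.16 with an estimated correlation). With induction in the AdV-EGFP cells, 8 of the 21 genes rose and 4 fell, the same counts when adjusted over the list alone, and the list did not pass as a set (camera, adjusted p = 0.26). Igf1 (log2 fold change 2.30) and Igfbp6 (1.45) were among those that rose, and Igf2r (−1.54) among those that fell. Reactome pathways are not part of the deposited annotation and were not tested here.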

The IGF system is a complex network consisting of growth factors (IGF1 and IGF2), cell surface receptors (IGF1R and IGF2R), binding proteins (IGFBP1 to IGFBP6) and various other IGFBP-interacting molecules, all of which regulate and propagate IGF actions across multiple tissues.^30,31^ The heatmap of the top enriched pathway in the genes activated by osteogenic induction but inhibited following *Plagl1* knockdown demonstrated that the activation of these IGF/IGFBP pathway associated genes is dependent on PLAGL1 (Fig. 4f). Specifically, *Igf2*, *Igfbp3*, *Igfbp5-*encoded protein are the members of IGF/IGFBP axis involved in the development of mouse condyle.^32^ 

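Igf2, which lies on chromosome 7 of GRCm39 from 142204503 to 142220694, stood at 743 ± 24.3 CPM in AdV-EGFP, 785 ± 17.7 in the libraries labelled AdV-CRE-EGFP, 1532 ± 91.1 in OI-AdV-EGFP and 732 ± 36.1 in those labelled OI-AdV-CRE-EGFP (SD, n = 3 each). It rose with induction (log2 fold change 1.04, standard error 0.04, adjusted p = 5.0e-17 from edgeR) and was lower after induction in the libraries labelled as given Cre (−1.06, standard error 0.04, adjusted p = 5.7e-16 from edgeR). Igfbp3 (chromosome 11, 7156086 to 7164179) went from 33.2 ± 1.19 to 253 ± 14.0 CPM with induction and stood at 70.4 ± 1.42 CPM in the libraries labelled OI-AdV-CRE-EGFP, a log2 fold change of −1.85 (adjusted p = 2.1e-19 from edgeR). Igfbp5 (chromosome 1, 72897091 to 72914043) went from 138 ± 6.17 to 2097 ± 120 CPM and stood at 866 ± 58.2 CPM in those libraries, a log2 fold change of −1.28. Plagl1 RNA itself was not called different between the groups in which these genes were lower after induction.

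Of the 10 genes of Fig. 4f, 8 could be tested. All 8 rose with induction, 6 fell in the libraries labelled OI-AdV-CRE-EGFP, and none went the other way, the same counts when adjusted over the list alone. The study chose these genes on these samples, so they are not independent evidence of the direction. Chrdl1, which encodes a bone morphogenetic protein antagonist, had log2 fold changes of 3.40 and −1.64, and Sparcl1, a matrix glycoprotein gene, 3.13 and −1.31. C3 had 6.37 and −1.62. Gas6, a ligand of the TAM receptors, went from 1897 ± 59.2 to 965.5 ± 24.9 CPM (log2 fold change −0.97, adjusted p = 5.5e-16 from edgeR). C4b, a complement gene that can share reads with its near-identical paralog, went from 19.4 ± 0.948 to 9.83 ± 0.995 CPM (−0.98, adjusted p = 2.7e-06 from edgeR). Both lay just short of a 2-fold change, and C4b passed it without OI-AdV-EGFP replicate 3 (−1.01), OI-AdV-CRE-EGFP replicate 2 (−1.004) or OI-AdV-CRE-EGFP replicate 3 (−1.03). Mepe, a bone matrix phosphoprotein gene, had counts of 60, 8 and 167 in OI-AdV-EGFP and at most 1 in any library labelled OI-AdV-CRE-EGFP. Serpind1, heparin cofactor, had 12, 15 and 8 in OI-AdV-EGFP and at most 4, and neither had enough counts for the test.

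**Figure D1:**
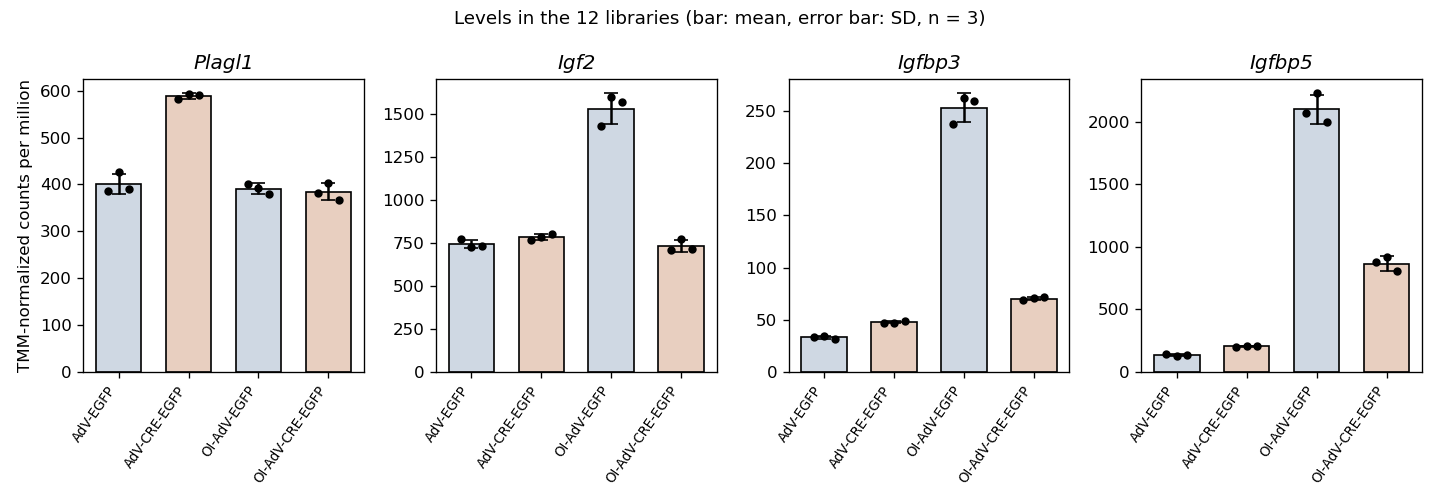
TMM-normalized CPM of Plagl1, Igf2, Igfbp3 and Igfbp5 in the 4 groups, with points for the 12 libraries, bars for the mean and error bars for the SD (n = 3). Igf2 stands at 1532 in OI-AdV-EGFP and between 732 and 785 in the other groups, while Plagl1 is highest, at 589, in the libraries labelled AdV-CRE-EGFP.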

*Chrdl1* and *Gas6* encode binding proteins that modify the function of the IGF system action in bone development.^33,34^ For example, CHRDL1 directly binds to IGFBP3 and attenuates its degradation.^33^ GAS6 can abrogate IGF1-stimulated chondrocyte proliferation and stimulate differentiation of ATDC5 cells.^34^

### *Plagl1* deficiency leads to downregulated IGF2 and increased glucose metabolism

To further identify potential direct targets of PLAGL1, we performed protein-protein interaction analysis on the genes activated by osteogenic induction but inhibited following *Plagl1* knockdown. We identified IGF2 as a potential direct target of PLAGL1, with high expression abundance and a high prediction score (Fig. 5a). This suggests that PLAGL1 may directly activate IGF2, promoting extracellular matrix organization during osteoblastic differentiation. 

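Igf2 had the highest level in OI-AdV-EGFP of the 21 genes drawn in Fig. 5a, and rank 2 of all 270 genes that rose with induction and fell in the libraries labelled OI-AdV-CRE-EGFP. Tmtc1, a transmembrane protein gene, had log2 fold changes of 3.16 with induction and −1.05 with the knockdown, the second of which was −0.96 and not called on log2(FPKM + 1) values. Islr, a gene of mesenchymal progenitors, had 4.02 and −1.26. Dlk1, an imprinted gene that encodes a regulator of mesenchymal differentiation, had 1.71 and −1.68, from 112 ± 15.6 CPM in OI-AdV-EGFP to 35.0 ± 7.92 CPM (SD, n = 3 each). Irf7, an interferon regulatory factor, had −1.15 with the knockdown, and −0.94, no longer called, without OI-AdV-EGFP replicate 1.

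All 21 genes rose with induction and fell in the libraries labelled OI-AdV-CRE-EGFP by edgeR, also when adjusted over the list alone, but the study took them from this overlap, so their direction is not independent evidence. Oas1g, another of the 21, has near-identical paralogs that can share its reads. Neither the deposited values nor the overlap measure binding of PLAGL1 to any gene, and Plagl1 RNA was not called different between the groups. From the overlap of both comparisons, the network and the abundance of Igf2, the paper proposes that PLAGL1 may directly activate IGF2 and so promote extracellular matrix organization during osteoblastic differentiation.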

Previous studies have demonstrated that IGF2 is critical for osteoblast differentiation.^35–38^ Using Western blot analysis, we found that the expression of IGF2 significantly increased during osteoblast differentiation (Fig. 5b), but decreased after *Plagl1* knockdown (Fig. 5c). We identified IGF2 expression in the MCC, subchondral bone surface, perichondrium, and periosteum of the mandibular condyle in control mice at PN 28.5. However, there was a significant reduction in IGF2 expression in the *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice compared to their littermate controls at PN 28.5 (Fig. 5d, e). The protein levels of IGF2 in the subchondral bone were downregulated in the *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice compared to their littermate controls at PN 28.5 (Fig. 5f). These findings suggest that PLAGL1 promotes osteoblastic differentiation by activating the expression of IGF2.

**Fig. 5:**
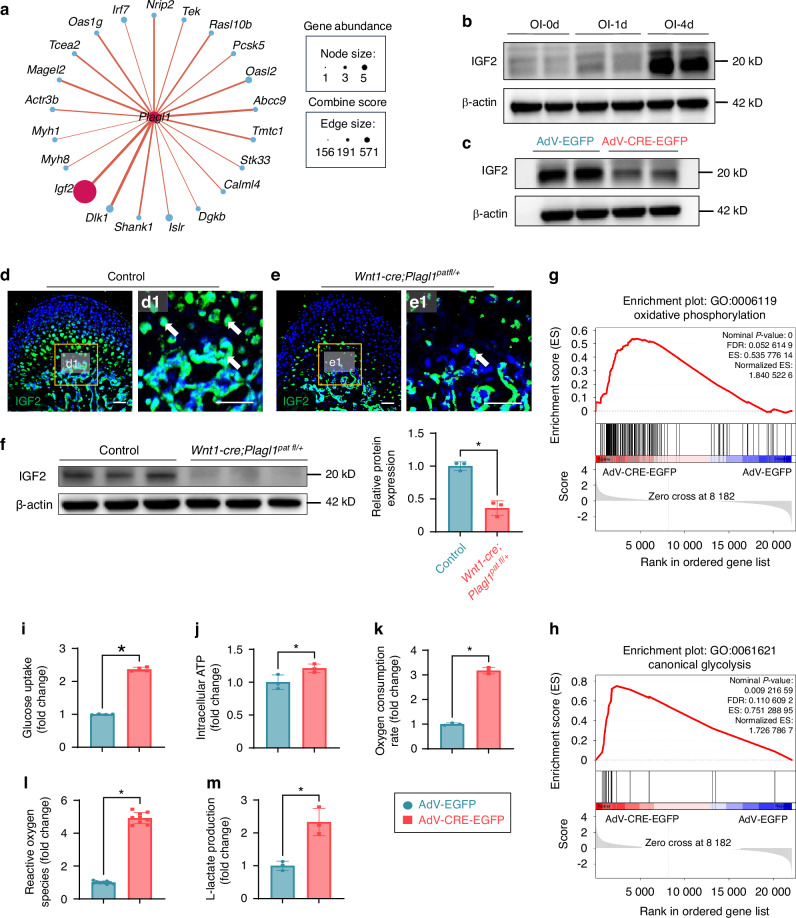
*Plagl1* deficiency leads to downregulated IGF2 and increased glucose metabolism. **a** Protein-protein interaction analysis for the relationship between PLAGL1 and genes activated by osteogenic induction while inhibited by knockdown of *Plagl1*. **b** Western blot analysis of the expression of IGF2 during osteogenic induction. **c** Western blot analysis of the expression of IGF2 after knockdown of *Plagl1*. **d**, **e** Immunofluorescence staining of IGF2 (green) and DAPI (cyan) in condyles of control and *Wnt1-Cre;Plagl1*^*pat fl/+*^ mice at PN 28.5. The boxes (**d1, e1**) show the magnified regions on the right. White arrows show the positive signals. *n* = 3 per group. Scale bars, 50 μm. **f** Western blot analysis of the expression of IGF2 in the subchondral bone after knockdown of *Plagl1*. Band intensities of IGF2 normalized to β-actin. *n* = 3 per group. Unpaired two-tailed t-test was used for statistical analysis. GSEA plots of GO term 0006119 (**g**) and 0061621 (**h**) between AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells after 4 days of osteogenic induction. *n* = 3 per group. Analysis of glucose uptake (**i**), intracellular ATP levels (**j**), oxygen consumption rate (**k**), reactive oxygen species (**l**), and L-lactate production (**m**) in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells after 4 days of osteogenic induction. *n* = 4 per group for i. *n* = 3 per group for j, k, m. *n* = 9 per group for l. Unpaired two-tailed t-test was used for statistical analysis. The results are presented as the mean ± standard deviation (SD). *P < 0.05. ns, no significant difference

Previous studies have shown that abnormal PLAGL1 function is responsible for transient neonatal diabetes mellitus (TNDM), a rare genetic disease that results from defective pancreas development, and suggested that PLAGL1 is associated with glucose metabolism.^39,40^ Additionally, IGF2 regulates bone growth through the modulation of glucose metabolism in chondrocytes.^41,42^ Based on these findings, we hypothesized that the deficiency of the PLAGL1-IGF2 signaling axis may lead to changes in glucose metabolism, impairing osteoblastic differentiation. Gene Set Enrichment Analysis (GSEA) showed that the oxidative phosphorylation and canonical glycolysis pathways were significantly upregulated after *Plagl1* deficiency compared to the control group (Fig. 5g, h). 

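Nuclear genes of oxidative phosphorylation were slightly higher in the libraries labelled OI-AdV-CRE-EGFP, in which Plagl1 RNA was not called lower, than in OI-AdV-EGFP. Of 78 genes, 54 were higher and none lower at an adjusted p under 0.05 from edgeR (57 higher when adjusted over the list alone), with a median log2 fold change of 0.24 and none at a 2-fold change. Uqcr10 of complex III (0.71, standard error 0.11), Cox6a1 of complex IV (0.58, standard error 0.05) and Atp5b of the ATP synthase (0.39, standard error 0.03) are examples chosen after their values were seen. Of the 13 genes of the mitochondrial genome, 7 were higher and none lower (also 7 when adjusted over the list alone), among them mt-Nd1 (0.32, chosen in the same way). The nuclear list passed as a set (camera, adjusted p = 1.6e-11), but not with an estimated correlation (adjusted p = 0.17 with an estimated correlation). For the mitochondrial genome the values were an adjusted p = 0.0018 and an adjusted p = 0.30 with an estimated correlation.

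Of 26 glycolysis genes, 13 were higher and 5 lower at an adjusted p under 0.05 (the same when adjusted over the list alone), with a median log2 fold change of 0.24. Hk2, which phosphorylates glucose, rose from 29.4 ± 2.65 to 80.2 ± 2.18 CPM (SD, n = 3 each), a log2 fold change of 1.45, and was the only member past a 2-fold change. The glucose transporter Slc2a1 had 0.97, and 1.00, past the threshold, without OI-AdV-EGFP replicate 2. Pkm (0.52) and Eno1 (0.47), named after their values were seen, encode later enzymes of the pathway. The list passed as a set (camera, adjusted p = 6.4e-05), also with an estimated correlation. Gapdh, both a glycolytic enzyme and a common reference gene, had 0.55, and the reference genes Hprt 0.79 and Actb 0.21, each higher under all 3 scalings used.

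In a preranked gene set enrichment analysis (fgsea), the normalized enrichment scores were 2.51 for the nuclear list and 2.26 for glycolysis. The directly annotated members of the GO terms used in Fig. 5g and h, 16 and 13 tested genes, gave 1.97 (adjusted p = 0.00082) and 1.90 (adjusted p = 0.0014). Before induction, the nuclear list was also higher in the libraries labelled AdV-CRE-EGFP, with 40 of 78 genes higher and none lower at an adjusted p under 0.05 from edgeR (47 higher when adjusted over the list alone) and a median of 0.19 (camera, adjusted p = 2.6e-10, and an adjusted p = 0.24 with an estimated correlation). In its interaction, 7 genes lay above 0 and 4 below at an adjusted p under 0.05 (the same when adjusted over the list alone; camera, adjusted p = 0.29, and fry, adjusted p = 0.67). The glycolysis list was also higher before induction in those libraries, with 18 of 26 genes higher and none lower at an adjusted p under 0.05 from edgeR (the same when adjusted over the list alone), and in the interaction 4 genes lay above 0 and 8 below at an adjusted p under 0.05 (4 and 9 when adjusted over the list alone; fry, adjusted p = 0.023, and camera, adjusted p = 0.29).

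**Figure D2:**
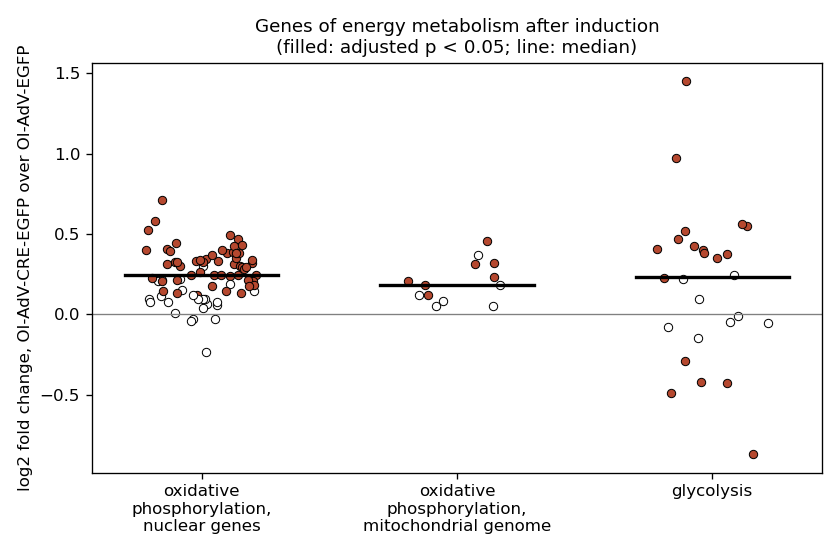
Log2 fold change of each gene in the libraries labelled OI-AdV-CRE-EGFP over OI-AdV-EGFP for 78 nuclear and 13 mitochondrial genes of oxidative phosphorylation and 26 glycolysis genes. Filled points have an adjusted p under 0.05 from edgeR and lines mark the medians, 0.24 for the nuclear and 0.24 for the glycolysis genes, with Hk2 highest at 1.45.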

To investigate how glucose metabolism was changed after *Plagl1* deficiency, we measured overall glucose uptake (Fig. 5i), intracellular ATP production levels (Fig. 5j), oxygen consumption rate (Fig. 5k), reactive oxygen species (Fig. 5l), and L-lactate level (Fig. 5m) as indicators of cellular respiration and glycolysis. Compared to controls, *Plagl1*-deficient cells exhibited a significant increase in the above metabolic indicators. Collectively, these results suggest that *Plagl1* knockdown leads to an overall increase in glucose metabolism, including both oxidative phosphorylation and glycolysis.

### IGF2 administration partially rescues the osteoblastic differentiation of *Plagl1*-deficient Cells

To further confirm IGF2 is the principal PLAGL1 effector responsible for osteogenic regulation during postnatal condyle morphogenesis, we added exogenous IGF2 to *Plagl1*-deficient cells during osteogenic induction. The inhibited expression of osteogenic marker genes, including *Runx2*, *Col1α1*, and *Dmp1*, in *Plagl1*-deficient cells was rescued by exogenous IGF2 protein (Fig. 6a–d). Furthermore, ALP staining showed that the inhibited osteoblastic differentiation caused by *Plagl1* knockdown was rescued by exogenous IGF2 protein after 4 days of osteogenic induction (Fig. 6e). However, the addition of IGF2 did not fully rescue the ALP expression compared to the AdV-EGFP control group, we speculate that, in addition to IGF2, other affected downstream targets of PLAGL1 could contribute to the compromised osteoblast differentiation.

**Fig. 6:**
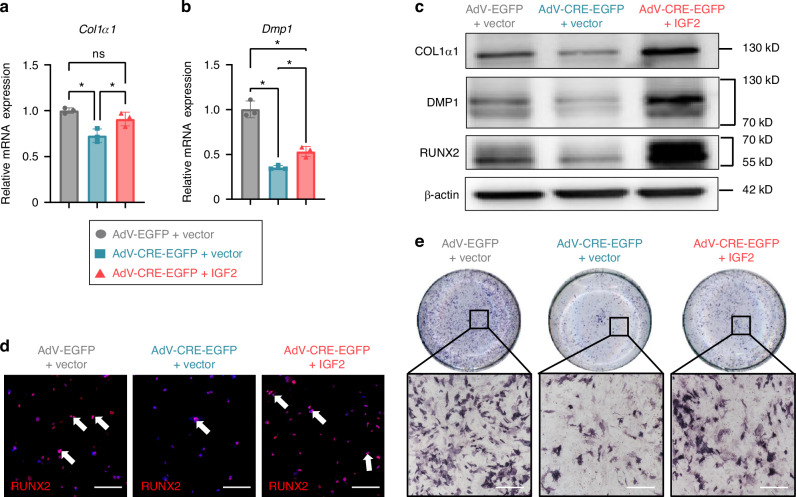
IGF2 administration partially rescues the osteoblastic differentiation of *Plagl1*-deficient cells. qPCR for the expression of osteoblast-linked gene *Col1α1* (**a**) and *Dmp1* (**b**) with the addition of IGF2 in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells. *n* = 3 per group. One-way analysis of variance with Tukey’s post-hoc test was used for statistical analysis. **c** Western blot analysis of the expression of osteoblast-linked protein RUNX2, COl1α1, and DMP1 with the addition of IGF2 in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells. **d** Immunofluorescence staining of rescued RUNX2 (red) and DAPI (cyan) in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells with the addition of IGF2 or control vector. White arrows showed the positive signals. *n* = 3 per group. Scale bars, 250 μm. **e** ALP staining showing osteoblastic capacity in AdV-EGFP and AdV-CRE-EGFP transfected condyle mesenchymal cells with the addition of IGF2 or control vector. *n* = 3 per group. Scale bars, 200 μm. The results are presented as the mean ± standard deviation (SD). *P < 0.05. ns, no significant difference

In conclusion, our results demonstrated that IGF2 is a critical downstream target of PLAGL1, mediating its role in osteogenesis during postnatal condyle development. *Plagl1* deficiency significantly downregulated the IGF2/IGFBP pathway, resulting in disordered glucose metabolism, defective extracellular matrix organization, and impaired ossification. Exogenous IGF2 treatment rescued impaired osteoblast differentiation following *Plagl1* deficiency. Collectively, our findings suggest that the PLAGL1-IGF2 axis plays a crucial role in regulating osteogenesis during mandibular condyle development (Fig. 7).

**Fig. 7:**
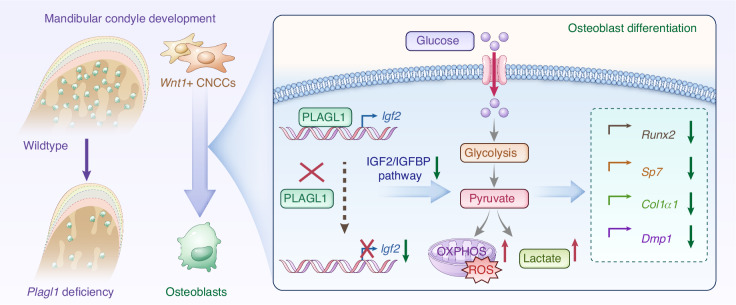
Schematic diagram of the PLAGL1-IGF2 axis in mandibular condylar development. Under physiological conditions, PLAGL1 activates *Igf2* expression to sustain the IGF2/IGFBP signaling pathway, thereby maintaining glucose metabolic homeostasis and promoting osteoblast differentiation through upregulation of key osteogenic markers of *Sp7*, *Runx2*, *Col1α1* and *Dmp1*. In contrast, *Plagl1* deficiency suppresses IGF2 signaling, triggering metabolic dysregulation characterized by aberrantly elevated oxidative phosphorylation and glycolysis, which collectively impair osteogenic differentiation and ultimately disrupt mandibular condylar morphogenesis

## Discussion

CNCCs display developmental plasticity and have the ability to differentiate into multiple cell types, including chondrocytes, osteoblasts, and odontoblasts.^43^ Osteochondroprogenitors exhibit a bipotential capability to differentiate into both chondrocytes and osteoblasts in the condyle.^44^ The proliferation and differentiation of these cells depend on the interaction of multiple signaling pathways and TFs. Disruptions in the normal expression patterns of TFs can lead to developmental disorders in the condyle. For example, in *Runx2*-deficient mice, the formation of MCC was blocked.^11^ The lack of *Sp7* in chondrocytes led to a significant increase in the thickness of the MCC due to the impediment of replacement of hypertrophic chondrocytes by endochondrally formed bone.^12^ In *Sox9*-null mice, mutant CNCC-derived cells shifted their chondrogenic cell fate to an osteoblast lineage, as indicated by increased expression of *Runx2*, *Sp7*, and *Col1α1*.^45^ In *Wnt1-Cre;Tgfbr2*^*fl/fl*^ mice, decreased expression of *Sox9* and enhanced expression of osteoblast markers such as *Runx2* and *Dlx5* resulted in bone formation without a cartilaginous intermediate.^6^

PLAGL1 is known for its antiproliferative activity and association with physiological cell cycle exit during contact inhibition, growth factor withdrawal, or cell differentiation.^46^ However, few studies have focused on its role in osteoblast differentiation in craniofacial tissue development. In this study, we identified PLAGL1 as a novel TF that contributes significantly to craniofacial osteoblast differentiation. The deficiency of *Plagl1* disrupted osteogenic lineage differentiation, resulting in impaired development of the mandibular condyle and significantly reduced bone mass in the mandibular bone. A deeper understanding of these developmental mechanisms is not only critical for developmental biology but also has significant implications for clinical dentistry in both humans and animals. First, PLAGL1 represents a promising therapeutic target for condylar hypoplasia. Local administration of agents that can demethylate the imprinted region of *Plagl1* in maternal allele, thereby increasing PLAGL1 expression, could potentially promote subchondral bone formation and facilitate condylar growth. Moreover, considering its role in intramembranous ossification, PLAGL1 could also serve as a target for promoting bone regeneration in jawbone defects. Additionally, our findings are particularly relevant for patients with TNDM who overexpress PLAGL1.^47^ These patients may require careful monitoring for potential condylar hyperplasia, as excessive PLAGL1 expression could lead to excessive bone formation. This understanding could guide preventive measures and inform treatment strategies for TNDM patients with craniofacial manifestations.

The IGN consists of hundreds of imprinted genes that play a central role in embryonic development.^16–18^ Interestingly, both PLAGL1 and its target, IGF2 in our study, belong to maternally imprinted genes. Our study identified an interaction between PLAGL1 and IGF2 in craniofacial bone tissue. We found that function loss of PLAGL1 led to significant downregulation of extracellular matrix organization and ossification, along with inhibition of the IGF/IGFBP pathway. The addition of exogenous IGF2 cytokine rescued the defective osteoblastic differentiation caused by *Plagl1* knockdown, further supporting our findings. These results suggested that PLAGL1-IGF2 axis promotes osteogenesis during condyle development, revealing their potential relationship in craniofacial tissue growth. Previous studies have linked IGF2 to the aberrant development of craniofacial and limb bones.^48^ A low level of IGF2 expression is associated with Silver-Russell syndrome, a human imprinting disorder characterized by postnatal short stature, distinctive facial features, and body asymmetry.^49^ In *Igf2*-null mice, an abnormal growth plate with an enlarged hypertrophic zone was observed, along with delayed secondary ossification and uncoordinated longitudinal and lateral growth in long bones.^41^ The PLAGL1-IGF2 axis has also been validated in Neuro2a neuroblastoma cell line, which is derived from postganglionic sympathetic neuroblasts that normally express *Plagl1* during development. Both gain and loss of PLAGL1 function elicit opposite regulation of imprinted genes such as *Cdkn1c*, *Igf2*, *H19*, and *Dlk1*.^21^ Therefore, we speculate that PLAGL1-IGF2 axis plays a conserved role in the development of multiple tissues. However, the addition of IGF2 does not fully rescue the ALP expression compared to the AdV-EGFP control group. As PLAGL1 has been reported to target 22% of the genes that constitute the IGN,^46^ there is still a significant knowledge gap regarding the function of these imprinted genes, particularly in their interactions with PLAGL1 during craniofacial bone development. We speculate that, in addition to IGF2, PLAGL1 may also regulate other critical genes in the IGN, which could also contribute to osteoblast differentiation—an area that remains to be further investigated.

It has been suggested that IGF2 plays an important role in the autocrine and paracrine-stimulated growth and remodeling of bone. In addition to osteoblast differentiation, IGF2 has also been implicated in promoting osteoclastogenesis.^50,51^ However, in the present study, the deficiency of *Plagl1* did not lead to any noticeable change in osteoclastic activity at the examined time point of PN 28.5. Although potential long-term effects cannot be entirely ruled out, the observed impairment in osteoblast differentiation strongly suggests that the deficiency of osteoblasts serves as the primary driver of osteogenic dysplasia during the early postnatal stages of condylar development. Further evaluation in adults should be considered, as bone remodeling processes could also be affected due to disrupted osteoblast-osteoclast interactions in the long term.

In addition, several imprinted genes have been found to regulate metabolic homeostasis in both infants and adults, some of which may coordinate growth with glucose-regulated metabolism.^52,53^ IGF2 exerts its effects by balancing glucose metabolism during cartilage development.^41,42^ PLAGL1, a candidate gene for TNDM, is also implicated in glucose homeostasis.^39,47^ In our study, we found that *Plagl1* knockdown reprogrammed glucose metabolic processes during osteoblast differentiation, as evidenced by the hyperactivation of both oxidative phosphorylation and glycolysis. It is indicated that glucose is a primary nutrient for bone growth and remodeling.^54,55^ Proper bone development requires balanced bioenergetic programs, allowing osteoblasts to adapt energy production and consumption to changing functional demands throughout their life cycle.^56^ While inhibiting oxidative phosphorylation and glycolysis impairs osteoblast differentiation,^57–60^ excessive glucose metabolism in growth plate chondrocytes similarly disrupts normal skeletal development.^41,42^ Therefore, an optimal level of glucose metabolism is necessary for normal bone development. Further studies are needed to explore how PLAGL1 balances glucose metabolism to promote skeletal development.

Furthermore, Reactome pathway analysis revealed a significant enrichment of complement-related processes among genes that were upregulated during osteogenic induction but downregulated following *Plagl1* knockdown. 

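Of 20 tested complement genes, 6 fell and none rose in the libraries labelled OI-AdV-CRE-EGFP, in which Plagl1 RNA was not called lower (the same when adjusted over the list alone), and the list passed as a set (camera, adjusted p = 5.6e-05, and an adjusted p = 0.012 with an estimated correlation). The paper reports complement terms from Reactome and not from GO. With the GO annotation used here, complement activation passed for the 270 shared genes (5 of 11 genes, hypergeometric test, adjusted p = 0.00039). Against all 22063 genes as background, the adjusted p of the same test was 0.0031. C3 fell from 70.4 ± 2.36 CPM in OI-AdV-EGFP to 23.0 ± 3.24 CPM (SD, n = 3 each; log2 fold change −1.62, standard error 0.08, adjusted p = 8.1e-14 from edgeR). Cfb, factor B of the alternative pathway, fell from 46.5 ± 6.41 to 21.3 ± 2.46 CPM (−1.13), a call lost on log2(FPKM + 0.1) values (−1.11). C1qa, a subunit of C1q made by macrophages, had risen with induction (log2 fold change 4.26) and stood at 13.5 ± 0.730 and 15.8 ± 1.83 CPM in both induced groups (log2 fold change 0.23, standard error 0.12, adjusted p = 0.14 from edgeR). Of 17 macrophage and osteoclast genes, 8 rose with induction and none fell. That list passed in camera with the preset correlation, but not with an estimated one (adjusted p = 0.058 with an estimated correlation).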

We speculate that the prominence of complement-related terms in Reactome analysis may stem from its detailed and specialized annotation of immune pathways, particularly those related to innate immunity. This likely explains why complement-related terms emerged prominently in Reactome but not in GO enrichment analysis. Moreover, emerging evidence suggests that the complement system may extend beyond its canonical immune defense roles to directly or indirectly regulate osteogenic differentiation. For instance, C3a and C5a receptors have been implicated in bone remodeling.^61,62^ Although our study did not experimentally validate PLAGL1’s function in the complement system, recent findings demonstrate that PLAGL1 overexpression induces cytoplasmic DNA accumulation, triggering cGAS/STING activation,^63^ which suggests a potential immunomodulatory role for PLAGL1 that might indirectly amplify complement-related transcriptional programs. This hypothesis warrants rigorous investigation in future studies to determine whether PLAGL1-complement crosstalk contributes to osteoblast differentiation.

In condyle development, hypertrophic chondrocytes, perichondrium, periosteum, and mesenchymal cells from bone marrow all contribute to the formation of osteoblasts.^3^ In our study, we found that *Plagl1* deficiency in condylar CNCC-derived mesenchymal lineage cells impairs the development of subchondral bone. Although we did not observe significant changes in the thickness of the MCC after the loss of *Plagl1*, the direct contribution of hypertrophic chondrocytes to osteoblast formation remains to be investigated. This should be studied separately from the contributions of the perichondrium, periosteum, and bone marrow. A deeper understanding of the integration of cartilage and bone formation is crucial for advancing regenerative medicine and developing effective therapeutic strategies that promote fibrocartilage and trabecular bone development.

In conclusion, understanding the regulatory mechanisms of condyle growth and development is crucial for addressing adolescent craniofacial bone malformations. While current research has provided valuable insights for clinical practice, further studies are needed to identify potential therapeutic targets and develop early intervention strategies.

## Materials and Methods

### Mice

*Wnt1-cre;Plagl1*^*pat fl/+*^ mice were generated by crossing *Wnt1-cre* female mice (Strain NO. 022501) from the Jackson Lab (Maine, USA) with *Plagl1*^*fl/fl*^ male mice (Strain NO. T038311) from GemPharmatech (Nanjing, China). *Plagl1*^*pat fl/+*^ mice were used for the control group in the cohort studies. TdTomato (Strain NO. 007909) mouse line^64^ was ordered from the Jackson Lab (Maine, USA). All mice were housed in pathogen-free conditions with constant ambient temperature (22 ± 2) °C and humidity (55% ± 10%), with an alternating 12-h light/dark cycle. Mice of both sexes were included in the analysis. All mice were euthanized by carbon dioxide overdose followed by cervical dislocation.

### Micro-CT analysis

Micro-CT analysis of fixed mandibular condyles was performed using a Skyscan 1176 (Bruker, Kontich, Belgium) at 60 kVp, 385 μA and a resolution of 9 μm. The obtained images were reconstructed with NRecon software (v1.7.1.0, Bruker, Kontich, Belgium). As previously described,^65^ a cubic region of interest (0.25 × 0.25 × 0.25 mm^3^) at the middle points of the center condyle was selected for examination of the longitudinal changes in subchondral bone for analyzing the ratio of bone volume to tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), trabecular number (Tb.N) and total porosity. The length was measured as the anteroposterior diameter of condylar head, and the width was measured as the mediolateral diameter of condylar head. A 1 mm diameter circular region of full-thickness bone at the junction between the mandibular body and ramus was selected for analysis of BV/TV, the ratio of bone surface to bone volume (BS/BV), porosity and bone mineral density (BMD). All the analysis was proceeded by the CTAn software (v 1.16, Bruker, Kontich, Belgium).

### Histological analysis

The mandibular condyle from mice was dissected and fixed, followed by decalcification in 10% EDTA in PBS for 1–3 weeks, depending on the age of the samples. After decalcification, the samples were dehydrated using a graded series of ethanol and xylene and embedded in paraffin. The paraffin-embedded samples were sectioned at a thickness of 4 μm using a microtome (Leica). Hematoxylin and eosin (H&E) staining (Servicebio, G1005) and TRAP Staining (Sigma, 387 A) were performed according to the manufacturers’ protocols. Images were acquired using both a Nikon Eclipse Ti-U Microscope (Nikon, Japan) with NIS-Elements software (v4.5000.1117.0) and a Zeiss Axio Scope A1 Microscope (ZEISS, Germany) with DP2-TWAIN software (v3.0.0.6212).

### Immunofluorescence staining

Decalcified samples were dehydrated in a series of sucrose solutions and embedded in OCT compound (Tissue-Tek, Sakura). OCT-embedded samples were cryosectioned at 8 μm using a cryostat (Leica CM1850), followed by staining procedures. For immunofluorescence staining, the cryosections were first incubated in a blocking solution for one hour at room temperature. Subsequently, the sections were incubated with primary antibodies diluted in the blocking solution at 4 °C overnight. After washing the sections three times with PBST (PBS with 0.1% Tween 20), they were incubated with Alexa Fluor-conjugated secondary antibodies and counterstained with DAPI. The following primary antibodies were used: PLAGL1 antibody (Santa Cruz, sc166944, 1:50), RUNX2 antibody (Thermo Fisher Scientific, MA5-41185, 1:200), SP7 antibody (Abcam, ab22552, 1:200), and IGF2 antibody (Bioworld, BS40380, 1:100). The secondary antibodies included Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A-21207, 1:200), Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11008, 1:200) and Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11001, 1:200).

### Cell culture and osteoblast differentiation

The mesenchymal cells were harvested from the mandibular condyle of *Plagl1*^*fl/fl*^ mice at PN 1.5. The dissected condyles were cut into small pieces and plated. The cells were cultured in α-minimum essential medium (α-MEM, BasalMedia Co., Ltd, L510KJ) containing 10% fetal bovine serum (FBS; Cyagen Biosciences, OriCell® FBSAD-01011-500) and 1% penicillin-streptomycin (Gibco, 15140122) overnight. Passage 2 mesenchymal cells were used for further experiments.

For osteoblast differentiation, cells were cultured in a complete medium supplemented with 50 μg/mL ascorbic acid (Sigma-Aldrich, A4544), 5 mmol/L β-glycerophosphate (Sigma-Aldrich, G9422), and 0.1 μmol/L dexamethasone (Sigma-Aldrich, D4902). The medium was changed every 2 days until the indicated time points. To confirm that IGF2 is a downstream target of PLAGL1 during osteoblastic differentiation, we added recombinant human IGF2 (Novoprotein, CF61) at 250 ng/mL in *Plagl1*-deficient cells during osteogenic induction.

### Alkaline Phosphatase (ALP) staining

ALP staining was performed to examine the osteogenic ability of mesenchymal cells from the mandibular condyle. Briefly, mesenchymal cells from the mandibular condyle were induced to undergo osteogenic differentiation to perform ALP staining. At the corresponding time point, the cells were washed twice with PBS and then fixed with 4% paraformaldehyde for 10 minutes, followed by two additional washes with PBS. Then, cells were incubated with an ALP staining solution (Beyotime, C3206) for 30 minutes. After washing twice with PBS, the stained cells were visualized and photographed using a Nikon Eclipse Ti-U Microscope (Nikon) with NIS-Elements software (v4.5000.1117.0).

### Adenovirus transfection

For adenovirus (AdV) transfection, 2 × 10^5^ cells/mL were seeded in 6-well or 12-well plates in a complete culture medium and incubated overnight. AdV-CRE-EGFP and its control adenovirus, AdV-EGFP, were purchased from Hanbio Biotechnology Co. Ltd (Shanghai, China). Before transfection, the culture medium was replaced with fresh medium without penicillin-streptomycin, and the volume was reduced to half. The cells were then infected with either AdV-CRE-EGFP or control AdV-EGFP at a multiplicity of infection of 100. After 4 hours, the remaining half of the culture medium was added to each well. After 12–16 hours, the medium was replaced with a fresh complete culture medium. After 24 hours, the transfected cells were induced with osteogenic differentiation medium for further analysis.

### Quantitative reverse transcription PCR

Total RNA was extracted from cells using TRIzol reagent (Sigma, T9424), and reverse transcription was performed using the PrimeScript RT Master Kit (TakaRa Bio Inc., RR036A). Quantitative reverse transcription PCR (qPCR) was conducted using a Roche LightCycler 480 system (v1.5.1.74) with SYBR Green Supermix (Yeasen, 11201ES). The relative expression levels of each mRNA transcript were calculated using the 2^-ΔΔCt^ method, with β-actin serving as the internal control for normalization. The primers used for qPCR are listed in Table S1.

### Western blotting

For western blot analysis, cells were collected, and total protein was extracted and homogenized in RIPA buffer (Thermo Fisher Scientific, 89900) supplemented with protease inhibitor (Thermo Fisher Scientific, A32959). The extracted proteins were separated by SDS-PAGE using 10% acrylamide gels (ZHHC, PE008) and transferred onto PVDF membranes (Millipore, IPVH00005). The membranes were blocked in 5% skimmed milk for 1 hour at room temperature and incubated with the following primary antibodies overnight at 4 °C: PLAGL1 antibody (Novus, NBP3-41420, 1:500), RUNX2 antibody (Thermo Fisher Scientific, MA5-41185, 1:1 000), DMP1 antibody (Affinity, DF8825, 1:1 000), COL1α1 antibody (Servicebio, GB115707, 1:500), IGF2 antibody (Bioworld, BS40380, 1:1 000), and β-actin antibody (Bioworld, BS67001, 1:2000). After washing the membranes three times with 0.01% TBST, they were incubated with HRP-conjugated secondary antibodies: Mouse IgG HRP-conjugated antibody (R&D, HAF007, 1:2 000) and Rabbit IgG HRP-conjugated antibody (R&D, HAF008, 1:2 000). Visualization of the signals was carried out using BeyoECL Moon (Beyotime, P0018FM), and the signals were detected using the UVITEC Alliance system (v16.0.3.0). Band intensities were quantified using ImageJ (v1.54).

### Glucose metabolism assays

To evaluate glucose metabolism, mouse condyle mesenchymal cells transfected with AdV-EGFP and AdV-CRE-EGFP were cultured in osteogenic differentiation medium for four days. For glucose uptake, cells were treated with glucose-free DMEM (BasalMedia, L160KJ) containing 200 μmol/L 2-NBDG (Beyotime, S0561S). The uptake of 2-NBDG was measured 15 minutes later using a Tecan Spark 10 mol/L plate reader (Switzerland). To measure the oxygen consumption rate, cells were plated in black 96-well cell culture plates with clear bottoms (Beyotime, FCP965) at a density of 70 000 cells per well and measured using the Oxygen Consumption Assay Kit (Bestbio, BB-48211). Additionally, reactive oxygen species levels were monitored using the ROS Assay Kit (Beyotime, S0033S), with readings taken on the plate reader. For intracellular ATP levels, cells were assayed using the Enhanced ATP Assay Kit (Beyotime, S0027), and luminescence was detected using the plate reader. To quantify L-lactate production, cells were extracted using the L-lactate Assay Kit (Beyotime, S0208S), and absorbance was measured in the plate reader. In all assays, the total cell numbers based on BCA assay (Yeasen, 20201ES90) or cell counting were used for normalization.

### RNA sequencing

For RNA-sequencing (RNA-seq) analysis, libraries were prepared using NEBNext Ultra II RNA Library Prep Kit and then sequenced on Illumina NovaSeq platform. Raw reads were filtered using Cutadapt (v1.15) and aligned with the GRCm39 genome using HISAT2 (v2.0.5). Read count values for each gene were calculated using HTSeq (v0.9.1) and normalized to fragments per kilobase of transcript per million mapped reads. Principal component analysis was performed with R package gmodels (http://www.r-project.org/). Differentially expressed genes (DEGs) were identified using DESeq2 (|log2FoldChange | ≥ 1, FDR < 0.05). DEGs were then mapped to Gene Ontology (GO) terms in the Gene Ontology database (http://www.geneontology.org/), with gene numbers calculated for each term. GO term enrichment analysis was performed using a hypergeometric test to compare DEGs with the genome background.^66^ Additionally, Reactome enrichment analysis^67,68^ was conducted to identify significantly enriched pathways (FDR ≤ 0.05).

### Protein-protein interaction analysis

Protein-protein interaction network for the identified DEGs was identified using String (v10)^69^, which determined genes as nodes and interactions as lines in a network. The network file was visualized using Cytoscape software (v3.7.1)^70^ to present core and hub genes in the biological interaction network.

### Statistical analysis

All statistical analyses were conducted using GraphPad Prism (v10.1.2) software. The results are presented as the mean ± standard deviation (SD). For comparisons between the two groups, an unpaired two-tailed t-test was used. For comparisons between multiple groups, one-way analysis of variance (ANOVA) with Tukey’s post-hoc test was used. Statistical significance was defined as a probability (*P*) value < 0.05. The sample sizes (n), P-values, and specific statistical tests performed for each experiment are described in the corresponding figure legends.

## Supplementary information

Supplementary data

## Data Availability

The bulk RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE279365. GRCm39 genome is referenced in this study [http://asia.ensembl.org/Mus_musculus/Info/Index]. The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding authors.

## References

[1] Yuan, Y. & Chai, Y. Regulatory mechanisms of jaw bone and tooth development. *Curr. Top. Dev. Biol.***133**, 91–118 (2019).30902260 10.1016/bs.ctdb.2018.12.013PMC6986348

[2] Rogers, A. W., Cisewski, S. E. & Kern, C. B. The zonal architecture of the mandibular condyle requires ADAMTS5. *J. Dent. Res.***97**, 1383–1390 (2018).29879379 10.1177/0022034518777751PMC6199677

[3] Hinton, R. J., Jing, Y., Jing, J. & Feng, J. Q. Roles of Chondrocytes in endochondral bone formation and fracture repair. *J. Dent. Res.***96**, 23–30 (2017).27664203 10.1177/0022034516668321PMC5347428

[4] Stocum, D. L. & Roberts, W. E. Part I: Development and physiology of the temporomandibular joint. *Curr. Osteoporos. Rep.***16**, 360–368 (2018).29948821 10.1007/s11914-018-0447-7

[5] Bi, R. et al. Igf1 regulates fibrocartilage stem cells, cartilage growth, and homeostasis in the temporomandibular joint of mice. *J. Bone Miner. Res.***38**, 556–567 (2023).36722289 10.1002/jbmr.4782

[6] Oka, K. et al. The role of TGF-β signaling in regulating chondrogenesis and osteogenesis during mandibular development. *Dev. Biol.***303**, 391–404 (2007).17204263 10.1016/j.ydbio.2006.11.025PMC2074881

[7] Molténi, A., Modrowski, D., Hott, M. & Marie, P. J. Differential expression of fibroblast growth factor receptor-1, -2, and -3 and syndecan-1, -2, and -4 in neonatal rat mandibular condyle and calvaria during osteogenic differentiation in vitro. *Bone***24**, 337–347 (1999).10221546 10.1016/s8756-3282(98)00191-4

[8] Kurio, N. et al. Roles of Ihh signaling in chondroprogenitor function in postnatal condylar cartilage. *Matrix Biol.***67**, 15–31 (2018).29447948 10.1016/j.matbio.2018.02.011PMC5910228

[9] Lambert, S. A. et al. The human transcription factors. *Cell***172**, 650–665 (2018).29425488 10.1016/j.cell.2018.01.029PMC12908702

[10] Kitamura, A. et al. Downregulation of SOX9 expression in developing entheses adjacent to intramembranous bone. *PLoS One***19**, e0301080 (2024).38728328 10.1371/journal.pone.0301080PMC11086909

[11] Shibata, S. et al. Runx2-deficient mice lack mandibular condylar cartilage and have deformed Meckel’s cartilage. *Anat. Embryol.***208**, 273–280 (2004).10.1007/s00429-004-0393-215156401

[12] Jing, J. et al. Osterix couples chondrogenesis and osteogenesis in post-natal condylar growth. *J. Dent. Res.***93**, 1014–1021 (2014).25192899 10.1177/0022034514549379PMC4212325

[13] Tsutsumi-Arai, C. et al. A PTHrP gradient drives mandibular condylar chondrogenesis via Runx2. *J. Dent. Res.***103**, 91–100 (2024).38058151 10.1177/00220345231208175PMC10734211

[14] Ruscitto, A. et al. Notch regulates fibrocartilage stem cell fate and is upregulated in inflammatory TMJ arthritis. *J. Dent. Res.***99**, 1174–1181 (2020).32442041 10.1177/0022034520924656PMC7443994

[15] Fabik, J., Psutkova, V. & Machon, O. The Mandibular and Hyoid Arches-from molecular patterning to shaping bone and cartilage. *Int. J. Mol. Sci.***22**, 7529 (2021).34299147 10.3390/ijms22147529PMC8303155

[16] Thamban, T., Agarwaal, V. & Khosla, S. Role of genomic imprinting in mammalian development. *J. Biosci.***45**, 20 (2020).31965998

[17] Al Adhami, H. et al. A systems-level approach to parental genomic imprinting: the imprinted gene network includes extracellular matrix genes and regulates cell cycle exit and differentiation. *Genome Res.***25**, 353–367 (2015).25614607 10.1101/gr.175919.114PMC4352888

[18] Matoba, S. et al. Noncanonical imprinting sustains embryonic development and restrains placental overgrowth. *Genes Dev.***36**, 483–494 (2022).35483741 10.1101/gad.349390.122PMC9067403

[19] Hanna, C. W. & Kelsey, G. Features and mechanisms of canonical and noncanonical genomic imprinting. *Genes Dev.***35**, 821–834 (2021).34074696 10.1101/gad.348422.121PMC8168557

[20] Hamed, M., Ismael, S., Paulsen, M. & Helms, V. Cellular functions of genetically imprinted genes in human and mouse as annotated in the gene ontology. *PLoS One***7**, e50285 (2012).23226257 10.1371/journal.pone.0050285PMC3511506

[21] Varrault, A. et al. Zac1 regulates an imprinted gene network critically involved in the control of embryonic growth. *Dev. Cell.***11**, 711–722 (2006).17084362 10.1016/j.devcel.2006.09.003

[22] Piras, G. et al. Zac1 (Lot1), a potential tumor suppressor gene, and the gene for epsilon-sarcoglycan are maternally imprinted genes: identification by a subtractive screen of novel uniparental fibroblast lines. *Mol. Cell Biol.***20**, 3308–3315 (2000).10757814 10.1128/mcb.20.9.3308-3315.2000PMC85624

[23] Valente, T. & Auladell, C. Expression pattern of Zac1 mouse gene, a new zinc-finger protein that regulates apoptosis and cellular cycle arrest, in both adult brain and along development. *Mech. Dev.***108**, 207–211 (2001).11578877 10.1016/s0925-4773(01)00492-0

[24] Du, J. et al. Arid1a-Plagl1-Hh signaling is indispensable for differentiation-associated cell cycle arrest of tooth root progenitors. *Cell Rep.***35**, 108964 (2021).33826897 10.1016/j.celrep.2021.108964PMC8132592

[25] Xu, J. et al. Hedgehog signaling patterns the oral-aboral axis of the mandibular arch. *Elife***8**, e40315 (2019).30638444 10.7554/eLife.40315PMC6347453

[26] Shen, G. & Darendeliler, M. A. The adaptive remodeling of condylar cartilage-a transition from chondrogenesis to osteogenesis. *J. Dent. Res.***84**, 691–699 (2005).16040724 10.1177/154405910508400802

[27] Silbermann, M. & Livne, E. Skeletal changes in the condylar cartilage of the neonate mouse mandible. *Biol. Neonate.***35**, 95–105 (1979).420892 10.1159/000241159

[28] Chai, Y. et al. Fate of the mammalian cranial neural crest during tooth and mandibular morphogenesis. *Development***127**, 1671–1679 (2000).10725243 10.1242/dev.127.8.1671

[29] Liao, L. et al. Deletion of Runx2 in condylar chondrocytes disrupts TMJ tissue homeostasis. *J. Cell Physiol.***234**, 3436–3444 (2019).30387127 10.1002/jcp.26761PMC6318053

[30] LeRoith, D., Holly, J. M. P. & Forbes, B. E. Insulin-like growth factors: Ligands, binding proteins, and receptors. *Mol. Metab.***52**, 101245 (2021).33962049 10.1016/j.molmet.2021.101245PMC8513159

[31] Denley, A., Cosgrove, L. J., Booker, G. W., Wallace, J. C. & Forbes, B. E. Molecular interactions of the IGF system. *Cytokine Growth Factor Rev.***16**, 421–439 (2005).15936977 10.1016/j.cytogfr.2005.04.004

[32] Shibata, S., Fukuoka, H., Sato, R., Abe, T. & Suzuki, Y. An in situ hybridization study of the insulin-like growth factor system in developing condylar cartilage of the fetal mouse mandible. *Eur. J. Histochem.***56**, e23 (2012).22688304 10.4081/ejh.2012.e23PMC3428972

[33] Sun, H. et al. Chordin Like-1 Regulates Osteoblast and Adipocyte differentiation through stabilizing insulin-like growth factor binding Protein 3. *Stem Cells***41**, 400–414 (2023).36682027 10.1093/stmcls/sxad009

[34] Hutchison, M. R., Bassett, M. H. & White, P. C. SCF, BDNF, and Gas6 are regulators of growth plate chondrocyte proliferation and differentiation. *Mol. Endocrinol.***24**, 193–203 (2010).19897599 10.1210/me.2009-0228PMC2802903

[35] Hamidouche, Z., Fromigué, O., Ringe, J., Häupl, T. & Marie, P. J. Crosstalks between integrin alpha 5 and IGF2/IGFBP2 signalling trigger human bone marrow-derived mesenchymal stromal osteogenic differentiation. *BMC Cell Biol.***11**, 44 (2010).20573191 10.1186/1471-2121-11-44PMC2901205

[36] Chen, L. et al. Insulin-like growth factor 2 (IGF-2) potentiates BMP-9-induced osteogenic differentiation and bone formation. *J. Bone Miner. Res.***25**, 2447–2459 (2010).20499340 10.1002/jbmr.133PMC3179288

[37] Hardouin, S. N., Guo, R., Romeo, P. H., Nagy, A. & Aubin, J. E. Impaired mesenchymal stem cell differentiation and osteoclastogenesis in mice deficient for Igf2-P2 transcripts. *Development***138**, 203–213 (2011).21148188 10.1242/dev.054916

[38] Fanganiello, R. D. et al. Increased In Vitro Osteopotential in SHED associated with higher IGF2 expression when compared with hASCs. *Stem Cell Rev. Rep.***11**, 635–644 (2015).25931278 10.1007/s12015-015-9592-x

[39] Ma, D. et al. Impaired glucose homeostasis in transgenic mice expressing the human transient neonatal diabetes mellitus locus, TNDM. *J. Clin. Invest.***114**, 339–348 (2004).15286800 10.1172/JCI19876PMC484972

[40] Varrault, A. et al. Characterization of the methylation-sensitive promoter of the imprinted ZAC gene supports its role in transient neonatal diabetes mellitus. *J. Biol. Chem.***276**, 18653–18656 (2001).11297535 10.1074/jbc.C100095200

[41] Uchimura, T. et al. An essential role for IGF2 in cartilage development and glucose metabolism during postnatal long bone growth. *Development***144**, 3533–3546 (2017).28974642 10.1242/dev.155598PMC5665487

[42] Hollander, J. M. et al. A critical bioenergetic switch is regulated by IGF2 during murine cartilage development. *Commun. Biol.***5**, 1230 (2022).36369360 10.1038/s42003-022-04156-4PMC9652369

[43] Bronner-Fraser, M. Origins and developmental potential of the neural crest. *Exp. Cell Res.***218**, 405–417 (1995).7796877 10.1006/excr.1995.1173

[44] Silbermann, M. et al. Chondroid bone arises from mesenchymal stem cells in organ culture of mandibular condyles. *J. Craniofac. Genet. Dev. Biol.***7**, 59–79 (1987).3597722

[45] Mori-Akiyama, Y., Akiyama, H., Rowitch, D. H. & de Crombrugghe, B. Sox9 is required for determination of the chondrogenic cell lineage in the cranial neural crest. *Proc. Natl. Acad. Sci. Usa.***100**, 9360–9365 (2003).12878728 10.1073/pnas.1631288100PMC170923

[46] Varrault, A. et al. Identification of Plagl1/Zac1 binding sites and target genes establishes its role in the regulation of extracellular matrix genes and the imprinted gene network. *Nucleic Acids Res***45**, 10466–10480 (2017).28985358 10.1093/nar/gkx672PMC5737700

[47] Kamiya, M. et al. The cell cycle control gene ZAC/PLAGL1 is imprinted-a strong candidate gene for transient neonatal diabetes. *Hum. Mol. Genet.***9**, 453–460 (2000).10655556 10.1093/hmg/9.3.453

[48] Sélénou, C., Brioude, F., Giabicani, E., Sobrier, M. L. & Netchine, I. IGF2: Development, Genetic and Epigenetic Abnormalities. *Cells***11**, 1886 (2022).35741015 10.3390/cells11121886PMC9221339

[49] Loid, P. et al. Case report: A novel de novo IGF2 missense variant in a Finnish patient with Silver-Russell syndrome. *Front. Pediatr.***10**, 969881 (2022).36268036 10.3389/fped.2022.969881PMC9578642

[50] Hill, P. A., Reynolds, J. J. & Meikle, M. C. Osteoblasts mediate insulin-like growth factor-I and -II stimulation of osteoclast formation and function. *Endocrinology***136**, 124–131 (1995).7828521 10.1210/endo.136.1.7828521

[51] Kondo, T. et al. Insulin-like growth factor 2 promotes osteoclastogenesis increasing inflammatory cytokine levels under hypoxia. *J. Pharmacol. Sci.***149**, 93–99 (2022).35641033 10.1016/j.jphs.2022.03.007

[52] Smith, F. M., Garfield, A. S. & Ward, A. Regulation of growth and metabolism by imprinted genes. *Cytogenet. Genome Res.***113**, 279–291 (2006).16575191 10.1159/000090843

[53] Peters, J. The role of genomic imprinting in biology and disease: an expanding view. *Nat. Rev. Genet.***15**, 517–530 (2014).24958438 10.1038/nrg3766

[54] Lecka-Czernik, B. & Rosen, C. J. Energy excess, glucose utilization, and skeletal remodeling: new insights. *J. Bone Miner. Res.***30**, 1356–1361 (2015).26094610 10.1002/jbmr.2574

[55] Karsenty, G. & Khosla, S. The crosstalk between bone remodeling and energy metabolism: A translational perspective. *Cell Metab.***34**, 805–817 (2022).35545088 10.1016/j.cmet.2022.04.010PMC9535690

[56] Riddle, R. C. & Clemens, T. L. Bone Cell bioenergetics and skeletal energy homeostasis. *Physiol. Rev.***97**, 667–698 (2017).28202599 10.1152/physrev.00022.2016PMC5539406

[57] Lee, S. Y. & Long, F. Notch signaling suppresses glucose metabolism in mesenchymal progenitors to restrict osteoblast differentiation. *J. Clin. Invest.***128**, 5573–5586 (2018).30284985 10.1172/JCI96221PMC6264656

[58] Esen, E. et al. WNT-LRP5 signaling induces Warburg effect through mTORC2 activation during osteoblast differentiation. *Cell Metab.***17**, 745–755 (2013).23623748 10.1016/j.cmet.2013.03.017PMC3653292

[59] Gao, J. et al. SIRT3/SOD2 maintains osteoblast differentiation and bone formation by regulating mitochondrial stress. *Cell Death Differ.***25**, 229–240 (2018).28914882 10.1038/cdd.2017.144PMC5762839

[60] Dobson, P. F. et al. Mitochondrial dysfunction impairs osteogenesis, increases osteoclast activity, and accelerates age related bone loss. *Sci. Rep.***10**, 11643 (2020).32669663 10.1038/s41598-020-68566-2PMC7363892

[61] Kuhn, M. B. et al. C3a-C3aR signaling is a novel modulator of skeletal homeostasis. *Bone Rep.***18**, 101662 (2023).36860797 10.1016/j.bonr.2023.101662PMC9969257

[62] Matsuoka, K., Park, K. A., Ito, M., Ikeda, K. & Takeshita, S. Osteoclast-derived complement component 3a stimulates osteoblast differentiation. *J. Bone Miner. Res.***29**, 1522–1530 (2014).24470120 10.1002/jbmr.2187

[63] Li, C. et al. PLAGL1 overexpression induces cytoplasmic DNA accumulation that triggers cGAS/STING activation. *J. Cell Mol. Med.***28**, e70130 (2024).39365284 10.1111/jcmm.70130PMC11451391

[64] Madisen, L. et al. A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat. Neurosci.***13**, 133–140 (2010).20023653 10.1038/nn.2467PMC2840225

[65] Zhang, J. et al. Occlusal effects on longitudinal bone alterations of the temporomandibular joint. *J. Dent. Res.***92**, 253–259 (2013).23340211 10.1177/0022034512473482PMC6728563

[66] Ashburner, M. et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat. Genet.***25**, 25–29 (2000).10802651 10.1038/75556PMC3037419

[67] Fabregat, A. et al. The Reactome Pathway Knowledgebase. *Nucleic Acids Res.***46**, D649–d655 (2018).29145629 10.1093/nar/gkx1132PMC5753187

[68] Croft, D. et al. Reactome: a database of reactions, pathways and biological processes. *Nucleic Acids Res.***39**, D691–D697 (2011).21067998 10.1093/nar/gkq1018PMC3013646

[69] Szklarczyk, D. et al. STRING v10: protein-protein interaction networks, integrated over the tree of life. *Nucleic Acids Res.***43**, D447–D452 (2015).25352553 10.1093/nar/gku1003PMC4383874

[70] Shannon, P. et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.***13**, 2498–2504 (2003).14597658 10.1101/gr.1239303PMC403769

# Supplementary material for: PLAGL1-IGF2 axis regulates osteogenesis of postnatal condyle development
**Source:** Int J Oral Sci. 2025 Sep 25;17:65. doi: 10.1038/s41368-025-00386-4
**Supplement:** Supplementary file 1 — Supplementary data

**PLAGL1-IGF2 axis regulates osteogenesis of postnatal condyle development**

Jinrui Sun^1,3,4,5^, Jingyi Xu^1,3,4,5^, Yue Xu^1,3,4,5^, Yili Liu^1,3,4^, Enhui Yao^1,3,4^, Jiahui Du^1,2,3,4#^, Xinquan Jiang^1,2,3,4#^

5 These authors contributed equally: Jinrui Sun, Jingyi Xu, and Yue Xu.

**Figure S1**

**Figure S1. *Plagl1* deficiency impairs intramembranous ossification during mandibular morphogenesis. a** Micro-CT reconstructions of mandibular morphology in control (yellow dashed outline) and *Wnt1-Cre;Plagl1^pat fl/+^* littermates at PN 28.5. The right panels show the magnified standardized circular region of interest (1 mm diameter) at the body-ramus junction (white dashed demarcation in the left panels). Scale bars, 500 μm**. b** Measurements of the ratio of bone volume to tissue volume (BV/TV), bone surface area to bone volume ratio (BS/BV), bone mineral density (BMD) and porosity at the mandibular body-ramus junction in control and *Wnt1-Cre;Plagl1^pat fl/+^* littermates at PN 28.5. *n* = 4 per group. Unpaired two-tailed t-test was used for statistical analysis. The results are presented as the mean ± standard deviation (SD). **P* < 0.05.

**Figure S2**

**Figure S2. *Plagl1* deficiency does not significantly affect osteoclast activity in the subchondral bone of mouse condyles. a, b** Representative TRAP staining **(a)** and quantitative analysis **(b)** of osteoclastic surface/ bone surface (Oc.S/BS) in the subchondral bone of control and *Wnt1-Cre;Plagl1^pat fl/+^* mice at PN 28.5. White dashed lines show the boundary of subchondral bone. *n* = 3 per group. Scale bars, 125 μm. Unpaired two-tailed t-test was used for statistical analysis. The results are presented as the mean ± standard deviation (SD). ns, no significant difference.

| **Gene** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| β-actin | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |
| *Col1α1* | GCCTTGGAGGAAACTTTGCTT | GCACGGAAACTCCAGCTGAT |
| *Runx2* | GACTGTGGTTACCGTCATGGC | ACTTGGTTTTTCATAACAGCGGA |
| *Sp7* | ATGGCGTCCTCTCTGCTTG | TGAAAGGTCAGCGTATGGCTT |
| *Plagl1* | ATTCAAGTGCTCGAAGGCTGAGTG | GTGGTCCTTCCGGTTGAATGTC |
| *Igf2* | GTGCTGCATCGCTGCTTAC | ACGTCCCTCTCGGACTTGG |
| *Dmp1* | AGTGAGTCATCAGAAGAAAGTCAAGC | CTATACTGGCCTCTGTCGTAGCC |
|  |  |  |

**Table S1. List of qPCR primers.**

How the deposited data were processed for this re-analysis (not part of the article)

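RNA of mesenchymal cells from the mandibular condyle of Plagl1fl/fl mice was measured in 12 libraries, 3 in each of 4 groups: AdV-EGFP and AdV-CRE-EGFP on day 0, and OI-AdV-EGFP and OI-AdV-CRE-EGFP after 4 days of osteogenic induction. Each library was matched to its group through its title in the labels, and all 12 were used.

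The authors prepared libraries with the NEBNext Ultra II kit, sequenced them on an Illumina NovaSeq, filtered reads with Cutadapt, aligned them to GRCm39 with HISAT2 and counted them with HTSeq. These tools are named in the methods and in the submitters' processing notes. The deposited table holds 1 estimated count per gene and library, which the authors did not scale between libraries. Between 1646 and 1844 genes per library have values that are not whole, which HTSeq does not give, and how the authors came by them is not given in the sources used here. The same table holds FPKM values, which the authors computed per kilobase of transcript and number of mapped fragments. The annotation release is not given in the sources used here. The strand setting of the counting is not given either, so antisense and overlapping genes are uncertain, as are near-identical genes such as Bglap and Bglap2.

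The table lists 22063 genes. Totals per library ran from 15316989 to 18052040, and the 10 most abundant genes took 7.16% to 9.18% of the counts. The libraries of a group were compared by chi-square over their counts, and the statistic per gene was 2.17 to 5.26 in every pair, so each library is used once.

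Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3. Libraries were scaled by TMM and genes filtered by filterByExpr with the 4 groups, which left 13670. All 12 libraries entered 1 fit of 4 group means without other terms, with a common biological coefficient of variation of 0.0472. Comparisons were induction (OI-AdV-EGFP over AdV-EGFP), knockdown after induction (OI-AdV-CRE-EGFP over OI-AdV-EGFP), knockdown before induction (AdV-CRE-EGFP over AdV-EGFP), and the interaction of knockdown and induction. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1, and for the interaction at an adjusted p under 0.05 alone. CPM values are TMM-normalized, and fold changes come from the fit. In the text, knockdown means the groups labelled as given Cre, although Plagl1 RNA was not called lower in them.

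On simulated data with 200 changed genes, each step was tested before use. For knockdown after induction, where the simulated step ran on 13473 genes, 22 of 50 genes with a log2 change of 1, 44 of 48 with 1.5 and 48 of 50 with 2 were called in the right direction, and 4 of 13201 unchanged genes were called. In the simulated list tests of the same comparison, 1 of 23 lists was called, which was the one that had been changed. At a log2 change of 0.5, 32 of 48 genes passed the adjusted p and none was called, since the fold threshold lies above it.

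The 23 lists of genes were osteoblast, IGF axis, the genes of Fig. 4f, the genes of Fig. 5a, collagens and matrix, complement, glycolysis, oxidative phosphorylation (nuclear), oxidative phosphorylation (mitochondrial genome), imprinted genes, interferon response, p53 targets, cell cycle, glucocorticoid response, chondrocyte, adipocyte, macrophage and osteoclast, endothelial, skeletal muscle, mural and smooth muscle, Schwann and neural crest glia, tendon and fibrous layer, and epithelial and blood. The lists of Fig. 4f and Fig. 5a were chosen by the study on these samples. Lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 23 lists within a comparison, and again with an estimated correlation. Member counts are given over all genes tested and adjusted over the list alone. Of the lists called for knockdown after induction, those of Fig. 4f, Fig. 5a, complement, glycolysis, glucocorticoid response, chondrocyte, adipocyte, mural and smooth muscle, and tendon held with an estimated correlation.

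The rule for genes named in the text took every gene that the study names, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among called genes with a mean CPM of at least 10 and no overlap between groups, up to 4 called members of each list, the 10 genes of highest level in the overlap, and the reference genes Actb, Gapdh and Hprt. Genes outside it are named as chosen after their values were seen. The genes that the paper measured by qPCR, Plagl1, Sp7, Runx2, Col1a1 and Dmp1, were also fitted in edgeR with the libraries scaled to their Actb counts, a setting chosen after the data were seen.

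Principal components were taken from centred log2 CPM with a prior count of 2. GO terms came from the annotation in the deposited table, without their parent terms, and were tested by a hypergeometric test against the 13670 genes. The study used the genome as background. Reactome pathways and protein interactions were not analysed here. Confidence intervals of shares are exact (Clopper-Pearson). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

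Alternatives were other scalings (RLE and upper quartile), DESeq2 1.42.0 on all 12 or on 6 libraries, edgeR on 6 libraries, no filter or a mean CPM of at least 5, the replicate number as a block, other thresholds, limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with an FPKM of at least 1 in 3 libraries, fry and fgsea 1.28.0 for lists, other backgrounds for GO terms, and leaving out each library.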

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

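The tests of exchanged labels, of the scaling of Plagl1, of the share of the response that gene lists lost, of a transcript that outlives an exon's deletion and of melanocytes, the scale relative to Actb, and the splits of 6 libraries, were chosen only after the result was seen.

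Plagl1 RNA was not called lower in the libraries labelled as given Cre, and its change differed between the times, with an interaction of −0.58 on the log2 scale (edgeR, adjusted p = 6.2e-08). Before induction the scaling between libraries does not account for this, since the lowest log2 fold change over 3 scalings and relative to Actb was 0.518, but after induction it was −0.234 relative to Actb against −0.0252 as reported, so a small fall there depends on the scale. Labels exchanged after induction would not account for the missing fall, since with them Plagl1 would still not fall (lower bound of −0.0587 at 2 standard errors). Its value of −0.0252 is near 0 under either labelling, so it cannot tell them apart. Sp7, Runx2, Dmp1, Alpl (−2.39) and Igf2 (−1.06) were lower as labelled. They were lower too in the paper's qPCR, ALP staining and Western blot (Fig. 3f–j and 5c), which are other experiments, so this exchange is argued against. Col1a1 (Fig. 3h) was not lower as labelled (0.07, and −0.14 relative to Actb). Labels exchanged before induction alone are argued against, since 146 genes were called in the same direction at both times and 15 in opposite ones. An exchange predicts mostly opposite ones. The second principal component also set both groups labelled as given Cre (means −20.1 ± 1.58 and −25.7 ± 0.642) apart from both EGFP groups (22.0 ± 0.745 and 23.8 ± 1.14). Such an exchange is not excluded, since a response can turn with induction. A transcript that outlives the deletion of an exon may leave the total of a gene as it is, at −0.0252, and cannot be told apart here, since the values hold no exons.

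Tfeb rose from 3.67 ± 0.890 to 209.9 ± 14.4 CPM (SD, n = 3 each) in the libraries labelled AdV-CRE-EGFP and less in those labelled OI-AdV-CRE-EGFP, with an interaction of −3.08 on the log2 scale, and the pigment cell genes Tyrp1, Mlana, Kit and Trpm1 were called higher at both times (the last 3 chosen after their values were seen). Tfeb was higher by at least 2.75 on the log2 scale under all 3 scalings and at both times, so the scaling is not the source. Melanocytes in the cultures given Cre are argued against, since 0 of Pmel, Dct, Tyr and Sox10, which melanocytes also express, were called higher at either time. The log2 fold change of Pmel was 0.77 before induction and −0.37 after it, and Dct and Tyr had only 8 and 15.5 counts over all 12 libraries. That these genes respond to the loss of Plagl1 stays a hypothesis, and a response to Cre itself was not tested, because no cells without the floxed allele were sequenced.

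The overlap of 270 genes raised by induction and lower in the libraries labelled OI-AdV-CRE-EGFP was larger than independent lists would give. Chance values of the shared OI-AdV-EGFP libraries are argued against as the whole source, since 164 of the lowered genes also rose with induction between the groups labelled as given Cre, where independent lists would share 43.0. If the response to the medium were weaker as a whole, fewer genes than in independent lists were predicted to rise in both comparisons. There were 79, against 50.7 for independent lists. This cannot decide the question, since a gene that the knockdown raised at both times can be among them. In all, 134 genes were called higher before and after induction. Fewer genes were called with induction between the groups labelled as given Cre, 1646 up and 1179 down, against 2063 and 1478, which goes with a weaker response. Called glucocorticoid response genes lost a median of only 0.0507 of their change with induction, where all 2063 raised genes lost 0.170. For these genes a loss of that size is argued against, and their interaction was not called as a set (fgsea, adjusted p = 0.48). Called cell cycle genes lost 0.0222, where all 1478 lowered genes lost 0.116, but this share uses only the difference after induction. Before induction, cell cycle genes were already lower in the libraries labelled AdV-CRE-EGFP. Their interaction lay above 0 as a set (fgsea, adjusted p = 2.1e-13), so their fall with induction was smaller with the knockdown. For cell cycle genes, a weaker response is therefore not argued against. The 270 genes lost 0.474, but they were chosen as lowered by the knockdown, so this share follows from the choice. A weaker response of a part of the genes is not argued against, since the 2063 raised genes lost a median of 0.170, and 11 genes fell in both comparisons, against 38.6 for independent lists. Of 100 splits of the 9 libraries, 2 gave an overlap as large, the real one and 1 other. Most splits mixed the groups and called 0 genes up with induction and 0 down with the knockdown, so their overlap of 0 was fixed. The splits therefore cannot exclude chance. The other split, with 1162 genes, several times the real count, put the 3 AdV-EGFP libraries in the shared place, which points to the structure of the samples.

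The caption of Fig. 4b names the comparison of the groups before induction, but the paper's text and the figure give no counts of genes for it. In it, 356 genes rose and 76 fell in the libraries labelled AdV-CRE-EGFP by edgeR, but 152 and 1 with glmTreat against a fold change of 2 and 116 and 8 on log2(FPKM + 1). Of the 356 and 76, 134 were also called higher and 12 also lower after induction.

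The interaction, which tests whether the change with the knockdown differs between the times, was called for 3115 genes, 1467 above 0 and 1648 below. Of 100 splits of the Cre and EGFP labels within each time, 1, the real one, gave as many, and the highest of the others gave 2265. Most of the others gave 0 genes, since mixing Cre and EGFP libraries also raises the spread within a group. The split with only the day 0 labels exchanged, which keeps the groups whole, was not drawn. The splits therefore cannot exclude chance.

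The 6 libraries of a pair of groups allow 10 splits, too few for a share under 0.05. In each comparison 1 split, the real one, gave the most calls, with 2063 and 1478 genes for induction, 336 and 357 for knockdown after induction, and 356 and 76 before, and the highest of the other splits gave 0 in each.

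Of 21 genes named at both times, 13 had an interaction in edgeR. Besides Plagl1 and Tfeb, the log2 values were −2.37 for Igfbp3, −1.85 for Igfbp5, −1.14 for Igf2 and −2.00 for Dlk1, which fell with the knockdown only after induction. They were −3.84 for the collagenase Mmp13, −1.51 for the cell cycle inhibitor Cdkn1c, −1.63 for Mest, −0.73 for Ctsk and −0.36 for Pparg, whose changes before induction were the larger. For Lpl the value was 0.25 and for Mki67 0.35.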

How the results depend on the processing

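The settings without both day 0 libraries numbered 3 and relative to Actb were chosen after the result was seen. Of 3345 alternatives for single genes and lists, 3249 kept their direction and side of the threshold, 62 lost the threshold, 9 gained it and 25 changed sign. Where a value moved, the cause was not tested, apart from the thresholds and filters, which change the number of genes by construction. With 3 libraries per group, genes of few counts were not tested.

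With a mean of at least 5 CPM, 1203 genes rose and 958 fell with induction, 120 and 133 with knockdown after it and 147 and 28 before it, and the overlap was 113 genes, or 85.0% of those lowered. With FDR alone these were 5423 and 4990, 2713 and 2819, 2161 and 1847, 1895 and 67.2%. On log2(FPKM + 1) they were 1172 and 844, 111 and 130, 116 and 8, 118 and 90.8%. On log2(FPKM + 0.1), knockdown raised 199 and lowered 237 genes after induction and 224 and 40 before, with a share of 81.0%. With glmTreat against a fold change of 2 the counts were 128 and 101 after induction and 152 and 1 before, with an overlap of 89 and a share of 88.1%. Before induction, 43 genes fell with DESeq2 on 6 libraries and 40 at FDR below 0.01, where 1992 genes had an interaction. With an estimated correlation, the nuclear oxidative phosphorylation list had adjusted p = 0.169. Collagen-containing extracellular matrix had adjusted p = 0.125 against a background of genes up by induction. The first component held 86.99% on unscaled FPKM, 79.7% on log2(FPKM + 1) and 83.7% with the 500 most variable genes, and the second 7.43% on unscaled FPKM and 8.58% with those 500.

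Signs changed for values near 0. Relative to Actb, whose own fall by 0.88 with induction moves each of them up, induction gave 0.847 for Plagl1, 0.744 for Runx2 and 0.835 for Col1a1, and knockdown after induction gave −0.141 for Col1a1. With upper quartile scaling, induction gave log2 fold changes of 0.0163 for Plagl1, 0.00344 for Col1a1 and 0.0195 for Hprt. Induction gave 0.0544 for Runx2 on log2(FPKM + 1) and 0.0580 on log2(FPKM + 0.1), and −0.0270 and −0.135 for Dmp1. Leaving out 1 library, Dmp1 ranged with induction from −0.738 (without OI-AdV-EGFP replicate 3) to 0.574, and Col1a1 from −0.141 to 0.00870 (without OI-AdV-EGFP replicate 1). With knockdown after induction, Plagl1 ranged from −0.0591 to 0.00251 (without OI-AdV-CRE-EGFP replicate 3), and Mki67 from −0.0750 to 0.0260 (without OI-AdV-EGFP replicate 1), with 0.00640 without OI-AdV-CRE-EGFP replicate 2. Igf1r was 0.00503 with RLE size factors, 0.00448 with upper quartile, 0.00543 with DESeq2 on 12 libraries, 0.00920 with DESeq2 on 6, 0.00646 with edgeR on 6 and 0.00838 with no filter. It ranged from −0.0305 to 0.0580 (without OI-AdV-EGFP replicate 2), with 0.00869 without OI-AdV-CRE-EGFP replicate 1 and 0.00675 without both day 0 libraries numbered 3.

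Leaving out 1 library at a time gave 2059 to 2097 genes up and 1476 to 1555 down with induction, 321 to 339 and 345 to 360 with knockdown after it, and 328 to 343 and 71 to 99 before it. The interaction ranged from 2708 to 3059 genes, the overlap from 258 to 276 and its share from 74.1% to 77.7%. The glycolysis list had adjusted p from 3.1e-05 to 8.2e-05 and the nuclear oxidative phosphorylation list from 3.2e-13 to 7.0e-09.

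With the replicate number as a block, the counts were 2059 and 1473, 332 and 348, and 351 and 76, with 3031 interactions, an overlap of 264 and a share of 75.9%. The block gave adjusted p = 7.1e-05 for glycolysis and 4.9e-12 for nuclear oxidative phosphorylation. The numbers do not pair the libraries, since 1 of 12 correlated best with a library of its own number.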

Differences from the paper's values

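No value that the paper states for these libraries lay beyond 1.5 times the value computed here, and the shares of variance from unscaled FPKM values, 86.99% and 7.43%, match those printed in Fig. 4a.

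The paper reports by qPCR that Plagl1 rises during osteogenic induction (Fig. 3d). In the libraries, the log2 fold change of Plagl1 with induction was −0.03 (standard error 0.04, adjusted p = 0.46 from edgeR), and it was 0.02 with upper quartile scaling. Relative to Actb, the reference of that qPCR, it was 0.85 (standard error 0.05, adjusted p = 3.3e-14), a rise as in the paper, on a scale chosen after seeing the values, where Sp7, Runx2 and Dmp1 stay lower with the knockdown after induction. Actb itself had −0.88 with induction, Gapdh −0.88 and Hprt −0.03.

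The paper reports less PLAGL1 protein in cells given Cre (Fig. 3e). In the libraries labelled as given Cre, Plagl1 RNA had a log2 fold change of −0.03 after induction (adjusted p = 0.67 from edgeR) and 0.55 before it (adjusted p = 1.8e-10), and relative to Actb these were −0.23 (adjusted p = 0.00061) and 0.52 (adjusted p = 2.0e-08).

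The paper reports by qPCR that Col1a1 is lower with Cre after induction (Fig. 3h). In the libraries its log2 fold change was 0.07 (standard error 0.05, adjusted p = 0.27 from edgeR), and relative to Actb, the scale of the qPCR, chosen after seeing the values, it was −0.14 (standard error 0.05, adjusted p = 0.019), the paper's direction. The other 3 genes measured there were also lower here, Sp7 by −1.96, Runx2 by −0.47 and Dmp1 by −2.78 on the log2 scale.

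Of the 10 genes that Fig. 4f presents as raised by induction and lowered by the knockdown, 6 were called in both directions here. Gas6 (−0.97) and C4b (−0.98) lay just short of the fold threshold. With DESeq2, the paper's tool, neither passed it on 12 or on 6 libraries (−0.967 and −0.964 for Gas6, −0.970 and −0.966 for C4b). C4b was called with OI-AdV-EGFP replicate 3, OI-AdV-CRE-EGFP replicate 2 or OI-AdV-CRE-EGFP replicate 3 left out (−1.01, −1.004 and −1.03), and Gas6 on log2(FPKM + 0.1) values (−1.001). Mepe and Serpind1 had too few counts for the filter. Without the filter in edgeR, and with DESeq2 on 6 libraries, both were called in both directions, and so was Mepe with DESeq2 on 12 libraries.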

Other observations

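The setting without both day 0 libraries numbered 3 was chosen after the result was seen.

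Before induction, 356 genes rose and 76 fell in the libraries labelled AdV-CRE-EGFP (edgeR, adjusted p below 0.05 and at least a 2-fold change), and Plagl1 RNA goes against those labels. With glmTreat against a fold change of 2 the counts were 152 and 1, and on log2(FPKM + 1) 116 and 8. Among those that rose were the scavenger receptor Olr1 (log2 fold change 4.78, and 5.42 without AdV-EGFP replicate 2), Crct1 (3.95, from 5.33 to 82.8 CPM) and Nrk (3.01). The proton pump subunit Atp6v0d2 rose from 2.96 to 26.8 CPM, the collagenase Mmp13 from 17.1 ± 4.01 to 135 ± 26.5 CPM (SD, n = 3 each) and Ctsk from 157 to 562 CPM. Of the 17 macrophage and osteoclast genes, only Ctsk was called, and the list (camera, adjusted p = 0.023) was lost with an estimated correlation (adjusted p = 0.238, alternatives from 2.5e-05 to 0.238) and without AdV-EGFP replicate 1 (adjusted p = 0.0504). Kdr (2.59), the fat cell regulator Pparg (1.88), Lpl (1.37), the glycolytic enzyme Hk2 (1.41), Gdf15 (1.63) and Phospho1 (1.54) rose too. Of the adipocyte list, 4 of 11 genes rose and 0 fell, the same counts adjusted over the list alone (camera, adjusted p = 0.00016, and adjusted p = 0.052 with an estimated correlation, alternatives from 2.6e-06 to 0.052). Vdr (−1.18) and the interferon genes Ifi44 (−1.46) and Dhx58 (−1.27) fell, but on log2(FPKM + 1) these 3 missed the fold threshold, at −0.94, −0.99 and −0.71. The matrix gene Tnn fell by 1.14.

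Imprinted genes, to which Plagl1 belongs, passed as a set toward higher levels before induction (camera, adjusted p = 0.0018, and adjusted p = 0.036 with an estimated correlation). Only 5 of 34 were called higher and 0 lower, the same counts adjusted over the list alone, and the rest were not called. The 5 included Mest (from 146 to 519 CPM), Cdkn1c (from 17.5 to 51.7 CPM) and Zim1 (log2 fold change 1.90). After induction, 2 of the list were called higher and 4 lower (camera, adjusted p = 0.195), and in the interaction 14 of the 34 lay below 0 and 3 above at an adjusted p below 0.05, and 17 did not pass. With induction itself, 10 rose and 3 fell (camera, adjusted p = 0.0087, and adjusted p = 0.046 with an estimated correlation). Of the 35 cell cycle genes, 32 were lower before induction at an adjusted p below 0.05, the same count adjusted over the list alone, with a median of −0.42 and none changed 2-fold (camera, adjusted p = 2.2e-23, and 0.0035 with an estimated correlation, alternatives from 4.65e-25 to 0.0035). Mki67 was lower by 0.37 and Kif23 by 0.55 on the log2 scale, and after induction 1 cell cycle gene, Rrm2, rose (1.154; camera, adjusted p = 0.114).

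After induction, 5 of 11 genes of the tendon and fibrous layer fell in the libraries labelled OI-AdV-CRE-EGFP and 0 rose, the same counts adjusted over the list alone (camera, adjusted p = 2.0e-05, and adjusted p = 0.013 with an estimated correlation), among them Clec3b (−2.01). Of 12 mural and smooth muscle genes, 1 rose and 1 fell (camera, adjusted p = 0.0088, and adjusted p = 0.048 with an estimated correlation; fgsea, adjusted p = 0.091, alternatives from 2.4e-06 to 0.091). Of 20 glucocorticoid response genes, 2 rose and 1 fell (camera, adjusted p = 0.013, and 0.048 with an estimated correlation; fgsea, adjusted p = 0.073, alternatives from 3.0e-07 to 0.073). No call by camera was made for p53 targets (0 up and 1 down of 23, adjusted p = 0.54), endothelial genes (2 and 2 of 9, 0.442), skeletal muscle genes (1 and 2 of 16, 0.956), epithelial and blood genes (1 and 0 of 2, 0.327) or macrophage and osteoclast genes (1 and 0 of 17, 0.0838). Of 8 Schwann and neural crest glia genes, 0 were called by edgeR and 2 were lower at an adjusted p below 0.05 (camera, adjusted p = 0.195). With induction, 5 of these 8 rose (camera, adjusted p = 0.044), a call lost with an estimated correlation (adjusted p = 0.107), with fgsea (adjusted p = 0.227) and with any 1 of the 6 libraries left out (0.0526 to 0.0667), while the alternatives ranged from 1.1e-06 with fry to 0.227.

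Since Tfeb rose and TFEB acts on lysosomal genes, its action on the 122 tested genes of the KEGG lysosome pathway was tested as a hypothesis. After induction, 28 were higher and 34 lower at an adjusted p below 0.05 from edgeR (camera, p = 0.874), and before it 47 were higher and 13 lower, with a median of 0.12 (camera, p = 5.9e-06, and p = 0.0034 with an estimated correlation). The pathway was therefore not higher at both times, as had been predicted. That prediction took no account of the level of Tfeb, whose log2 fold change was 5.83 before induction and 2.75 after it. An action of TFEB before induction, where the pathway was higher, is thus not excluded.

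Ibsp had 809, 529 and 7 counts in the AdV-EGFP libraries and 490, 492 and 9 in the AdV-CRE-EGFP libraries, so that both libraries numbered 3 stand apart, and 4855, 1415 and 5396 counts in the OI-AdV-EGFP libraries against 71, 57 and 95 in those labelled OI-AdV-CRE-EGFP. Without both day 0 libraries numbered 3, 2056 genes rose and 1521 fell with induction, 353 and 362 with knockdown after it and 319 and 74 before it, 2528 had an interaction, and the overlap was 272 genes, or 75.1%. With induction, the reference genes Actb and Gapdh were both lower by 0.88 on the log2 scale, and Hprt had −0.03, which became 0.02 with upper quartile scaling.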
